# Sex differences in cardiac recovery and ventricular gene expression in a rat model of donation after circulatory death

**DOI:** 10.1186/s13293-026-00915-8

**Published:** 2026-05-23

**Authors:** Anja Helmer, Alexia Clavier, Maria Arnold, Adrian Segiser, Heidi E. L. Lischer, Selianne Graf, Mojgan Masoodi, Georgia Beer, Rahel Ottersberg, Manuel Egle, Matthias Siepe, Sarah Longnus

**Keywords:** Heart transplantation, Donation after circulatory death (DCD), *Ex vivo/ex-situ* heart perfusion, Cardioprotection, Sex as a biological variable (SABV), Bulk RNA Sequencing (RNA-Seq.), Transcriptomics

## Abstract

**Background:**

Heart donation after circulatory death (DCD) is a promising strategy to increase graft supply. However, in contrast to conventional heart transplantation, in which organs are retrieved from heart-beating donors, DCD hearts are subjected to damaging conditions before and during functional, warm *in-situ* ischemia in the donor, leading to ischemia-reperfusion injury (IRI). Although sex differences have been identified in other contexts of cardiac IRI, such as myocardial infarction, they remain underexplored in DCD. Therefore, we aimed to investigate whether sex differences induce changes in the expression of genes in response to cardiac DCD conditions, including IRI, which may contribute to sexual dimorphism in graft quality.

**Methods:**

102 animals were included in this study. Male, female, and ovariectomized (OVX) Wistar rats underwent simulated DCD with no or 22 min of functional, warm *in-situ* ischemia, followed by oxygenated reperfusion with left-ventricular loading. Functional recovery was assessed and left-ventricular tissue was used for RNA-sequencing.

**Results:**

Recovery of left ventricular function was decreased by functional, warm *in-situ* ischemia, but significantly better in females than in males, with OVX resembling the males. Reperfusion induced inflammatory, stress-response and metabolic-related pathways in all groups. Expression of 110 genes correlated with cardiac recovery, many of which were more abundant in females compared to males, consistent with a role in improved post-ischemic ventricular function. Among these genes, Igfbp3, Fam78b, and Galnt10 were differentially expressed in females compared to males and OVX, suggesting an influence of female sex hormones.

**Conclusions:**

Compared to male hearts, cardiac recovery is significantly higher in female hearts after exposure to DCD conditions and is accompanied by an increased expression of genes related to quality control programs that positively correlate with ventricular function. Significantly higher expression of genes related to energy metabolism, including fatty acid metabolism, and inflammatory pathways was revealed in males compared to females and is associated with decreased recovery. This study suggests potential new therapeutic targets for optimizing cardiac DCD graft quality, and highlights the importance of underlying sex and sex-hormone differences, e.g. in inflammatory pathways and metabolic adaptations, that should be taken into consideration for the implementation of sex-specific precision therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00915-8.

## Highlights

Female hearts recover significantly better compared to male hearts after simulated donation after circulatory death ischemia and reperfusion. Ovariectomized (OVX) hearts recover similarly to males, suggesting a cardioprotective role for female sex hormones.

Reperfusion is associated with a sex-independent upregulation of pro-inflammatory, stress response and metabolic pathway gene expression.

Among hearts evaluated after DCD-induced functional, warm *in-situ* ischemia and reperfusion, all genes that correlated positively with cardiac recovery were more highly expressed in females, whereas genes that correlated negatively with cardiac recovery were more highly expressed in males and OVX.

A subset of genes was identified as potential novel cardioprotective targets. These genes both correlate with functional recovery and demonstrate differential expression in females compared to both males and OVX, reflecting the pattern of ventricular recovery.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00915-8.

## Abstract (plain language summary)

Heart transplantation is currently the only treatment for patients with advanced heart failure to improve quality of life and survival. Nonetheless, the number of newly listed patients needing a transplant continues to increase and outpaces the supply of suitable donors.

One promising approach to increase donor availability is using hearts from donors after circulatory death (DCD). In conventional heart donation, the donor is declared brain-dead, but machines keep the heart beating and oxygenated until removal. In DCD, the heart stops beating in the donor and it briefly receives less oxygen and nutrients, which can cause donor organ injury. Although outcomes with DCD hearts are excellent and transplant rates increase, further optimization of the protocol could allow more hearts to be used.

In other situations where hearts temporarily lack oxygen, such as myocardial infarction, studies suggest that adult female hearts recover better than male hearts. In the DCD setting, little is known, but it has recently been shown in preclinical studies that female hearts are more tolerant to these conditions.

In this study, we simulated the DCD protocol in a rat model. Afterwards, we identified 673 genes that were differentially expressed between male and female hearts. Many of these genes correlated with cardiac recovery; those more abundant in females were linked to better recovery, whereas those more abundant in males were linked to worse recovery. Taken together, our findings may help to identify treatments for the optimization of cardiac graft quality and improve heart transplantation options for both women and men.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-026-00915-8.

## Background

Heart transplantation remains the treatment option of choice to improve quality of life and survival for patients with advanced heart failure [1]. Unfortunately, the demand for cardiac grafts is persistently higher than the current offer [2, 3]. One approach to increase graft availability is the use of hearts from donors after circulatory death (DCD). Indeed, several single-centre studies from the United Kingdom and Australia, as well as a multicentre, randomized clinical trial, report similar one to eight-year survival in transplant recipients receiving grafts following conventional donation after brain death (DBD) or DCD [4–7]. Importantly, the implementation of DCD heart transplantation has substantially increased transplant rates in several European countries, as well as the United States and Australia [8]. 

Despite these excellent results, DCD hearts are subjected to potentially harmful conditions and optimized DCD protocols remain to be developed [9]. In contrast to DBD, DCD hearts are procured only after a period of warm *in-situ* ischemia, which raises concern for cardiac injury [10] and may lead to the higher rates of graft discard in DCD compared to DBD [2]. Thus, clinical protocols that minimize DCD-induced graft injury, for example, by including cardioprotective strategies, could help to ensure optimal graft quality and use.

Although very few studies have investigated sex differences in DCD graft recovery, cardiac tolerance to warm ischemia is recognized as sex specific. Indeed, reproductive-age females are more resistant than males, with much evidence coming from studies of myocardial infarction [11–13]. Given that DCD hearts also undergo a period of warm, *in-situ* ischemia before procurement, such differences might likewise influence the quality of DCD grafts. Indeed, Chen et al. recently reported that female rat hearts exhibit smaller infarct sizes and greater mitochondrial integrity compared with males in a DCD setting [14]. These findings align with our recent study, also in a rat model of DCD, which supports a cardioprotective role for female sex hormones [15]. Mechanisms for the superior recovery of cardiac DCD grafts from females remain to be fully elucidated; however, current evidence from other cardiac pathophysiologic conditions indicates a complex interplay between the sex chromosome complement, affecting genes that modulate cardiometabolic traits and chromatin-modifying enzymes, and sex hormones, such as estrogen and progesterone, which help preserve mitochondrial integrity and reduce potentially harmful reactive oxygen species (ROS) generation [16]. Sexual dimorphism extends to metabolic adaptations, with evidence of improved flexibility response to altered substrate availability in females [17, 18]. Given that warm ischemia and reperfusion profoundly alter cardiac energy metabolism, differences in metabolic flexibility may influence DCD graft quality in a sex-specific manner. In addition, female sex hormones have been implicated in exerting anti-inflammatory effects [19, 20]. 

The clinical impact of donor sex differences in DCD heart transplantation outcomes remains to be fully characterized. Limited data availability may result from the relatively low proportion of female DCD donors, which account for only approximately 18–20% of all DCD heart transplants [21]. However, there is evidence that acute rejection is not associated with donor sex in DCD heart transplantation (approximately 13% for recipients of male donors and 16% for recipients of female donors), and that both one- and two- year survival rates are similar for male and female donors, ranging between approximately 92% and 83%, respectively [22]. 

As the feasibility and benefits of DCD heart transplantation have now been demonstrated, we can turn our attention to the optimization of DCD protocols in order to realize its full potential. Given that sex differences in tolerance to DCD conditions have been reported but remain largely unexplored, we investigated differences in gene expression in response to cardiac DCD conditions among males, females and ovariectomized rats in order to identify both sex chromosome and female sex hormone effects. By integrating functional recovery under physiologically relevant loading conditions with transcriptomic changes in the left ventricle at multiple timepoints the DCD protocol, we aim to reveal sex- and sex-hormone- specific differences in the expression of key genes that may serve as novel targets for the application of sex-specific cardioprotective strategies upon graft procurement and during *ex-situ* heart perfusion, thereby contributing to the optimization of clinical DCD protocols.

## Methods

### Animal care

Female, male and ovariectomized female (OVX) Wistar rats were purchased from Janvier Labs (Le Genest-Saint-Isle, France). Ovariectomy was performed at 6 weeks of age. Rats were housed in pairs of two animals per cage under welfare-compliant conditions with a 12-hour light-dark cycle and unlimited access to food and water. Male bedding was added to female cages to stimulate estrous cycling and to OVX cages as a control [23]. Experiments were conducted at 10–12 weeks of age to represent young adult DCD donors.

### Experimental design

The experimental protocol included simulated DCD with either no or 22 min of functional, warm, *in-situ* ischemia, followed by explantation of the heart and *ex-situ* cardioplegic flush, cold storage, and normothermic reperfusion with left ventricular loading. A functional, warm *in-situ* ischemic time of 22 min was chosen based on previous studies to provide an intermediate level of recovery, permitting measurable functional differences, and aligning with ischemic durations that are similar to clinical settings [15, 24–26]. Hearts were harvested at five different experimental timepoints as described in (Fig. 1). Animals were randomly assigned to one of five experimental timepoints: (i) BL (baseline: control hearts harvested immediately after anaesthesia),; (ii) EI-0 (end-ischemia 0 min: hearts collected at functional, warm *in-situ* ischemic time start) (iii) EI-22 (end-ischemia 22 min: hearts collected after 22 min of functional, warm *in-situ* ischemia); (iv) ER-0 (end-reperfusion 0 min: hearts collected after explantation at functional, warm *in-situ* ischemic time start, cardioplegia, cold static storage (CSS) and reperfusion); or (v) ER-22 (end reperfusion 22 min: hearts collected after 22 min of functional, warm *in-situ* ischemia, cardioplegia, CSS and reperfusion). A parallel-arm design was used, with block randomization. 102 animals were included in this study. 19 (6 females, 7 males, 6 OVX) were used as control (baseline) hearts. 23 (6 females, 8 males, 9 OVX) were assigned to the EI-0 timepoint. 19 (5 females, 7 males, 7 OVX) rats were included in the EI-22 timepoint. 21 (8 females, 6 males, 7 OVX) were assigned to the ER-0 timepoint. 20 (6 females, 7 males, 7 OVX) were included in the ER-22 timepoint. Left ventricular tissue was snap-frozen and used for bulk RNA sequencing. Additional omics analyses (phosphoproteomics and metabolomics) have been performed on hearts included in this study. We will report the results of these additional analyses in separate manuscripts in order to clearly report all the relevant methods for reproducibility and to enable a full and fair interpretation of the data.

**Fig. 1:**
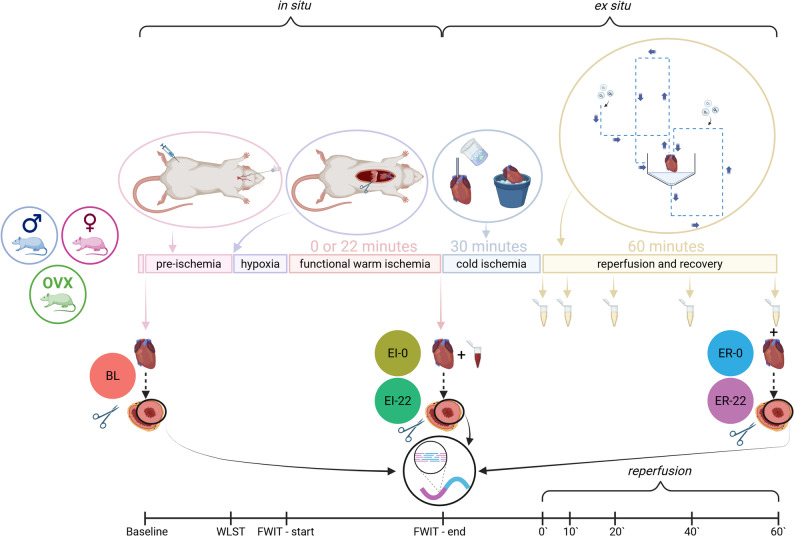
Experimental design: Female, male and OVX rats were randomly assigned to one of five experimental timepoints based on collection and ischemic time: BL (baseline, control timepoint), EI-0 (end-ischemia 0 min timepoint), EI-22 (end-ischemia 22 min timepoint), ER-0 (end-reperfusion 0 min timepoint) or ER-22 (end reperfusion 22 min timepoint). Blood samples were collected at the end of functional, warm *in-situ* ischemia. Perfusate samples were collected at multiple time points during reperfusion. Cardiac recovery was measured during reperfusion. Left ventricular tissue was collected and used for bulk RNA sequencing analysis; WLST, withdrawal of life-sustaining therapy; FWIT, functional warm ischemic time; OVX, ovariectomized; BL, baseline timepoint; EI, end ischemia timepoint; ER, end reperfusion timepoint

### *In-situ* experimental procedures

*In-situ* experimental procedures followed our previously published protocol, with minor adjustments to incorporate additional experimental time points [15]. In short, anaesthesia comprising ketamine (Narketan 10, Vetoquinol, Bern, Switzerland) (65.0 mg/kg for females and OVX and 87.7 mg/kg for males), xylazine (Xylapan, Vetoquinol, Bern, Switzerland) (6.0 mg/kg for females and OVX and 8.1 mg/kg for males) and acepromazine (Prequillan; Fatro S.p.A., Bologna, Italy) (1.0 mg/kg for females and OVX and 1.3 mg/kg for males) was administered by intraperitoneal injection. Anesthetic doses were adjusted between sexes to ensure comparable depth of anesthesia and physiological stability across groups, as males required higher doses to achieve and maintain adequate anaesthesia depth. After loss of the pedal reflex, hearts were either directly explanted for the BL timepoint or the right carotid artery was cannulated for intravascular access to monitor blood pressure for all other experimental timepoints. Heparin (Liquemin; Drosspharma, Basel, Switzerland) (750U/kg) was administered through the carotid artery catheter. Oxygen saturation was constantly monitored by foot clip and maintained at 96–99% with oxygen delivered using a nose cone. Withdrawal of life-sustaining therapy (WLST) was simulated by transection of the diaphragm. FWIT was defined to start at systolic arterial pressure of 50 mmHg; EI-0 hearts were directly explanted at this time, while EI-22 hearts were only collected after a period of 22 min of functional, warm *in-situ* ischemia. ER-22 and ER-0 hearts were explanted after a functional, warm *in-situ* ischemic period or not, respectively, following subsequent cardioplegia and normothermic *ex-situ* reperfusion. Functional, warm *in-situ* ischemia was performed under conditions with body temperature maintained between 36.7 and 37.0 °C for 22 min, based on previous studies [24, 27]. 

*In-situ* hemodynamic measurements were monitored and recorded via the cannulated carotid artery with the PowerLab data acquisition system (ADInstruments, Spechbach, Germany).

### *Ex-situ* experimental procedures

Following explantation, ER-0 and ER-22 hearts were flushed via the aorta with cold cardioplegic solution at approximately 4 °C (St. Thomas II supplemented with 83 ng/mL erythropoietin (EPREX, Janssen, Beerse, Belgium) and 100 µg/mL glyceryl trinitrate (Nitroglycerin Bioren, Sintetica SA, Couvet, Switzerland)) and stored on ice at approximately 4 °C in St. Thomas II solution for 30 min (CSS) to simulate clinical workflows, cardioplegic solution contents, including heart explantation, back-table preparation, and priming of the *ex-situ* perfusion system [28–30]. Afterwards, hearts were mounted on an *ex-situ* perfusion system and reperfused for 1 min in Langendorff mode with oxygenated modified Krebs-Henseleit buffer followed by 9 minutes with the addition of 3% bovine serum albumin, 0.5 mM lactate and 0.4 mM palmitate, to simulate physiological substrate availability. Subsequently, hearts were perfused for 50 min under conditions of left ventricular loading at a temperature of approximately 37.0 °C. Left ventricular loading was established in the *ex-situ* heart perfusion system by cannulation of the left atrium, allowing recirculating buffer to flow from the left atrium into the left ventricle and exit via the cannulated aorta. This configuration enables a working-heart setup with physiological left-sided flow. Left arterial pressure was maintained at 11.5 mmHg and aortic pressure at 60 mmHg. Immediately following the end of the experimental protocol at the various timepoints, all hearts were flushed via the aorta for three minutes with 0.9% NaCl at approximately 4 °C, followed by separation of the left ventricle, which was snap frozen for further analysis (Fig. 1).

*Ex-situ* hemodynamics (developed pressure, maximum contraction rate, maximum relaxation rate, left ventricular work (heart rate*developed pressure), left ventricular power (heart rate*developed pressure*cardiac output), triple product (heart rate*developed pressure*maximum contraction rate) were continuously monitored with the PowerLab data acquisition system (ADInstruments, Spechbach, Germany) using a micro-tip pressure catheter (Millar, Houston, USA) inserted into the left ventricle through the mitral valve. Additionally, other *ex-situ* measurements were monitored, including coronary flow, cardiac output, oxygen consumption and oxygen efficiency; all of which were reported after normalization by heart weight. Normothermic buffers were gassed with 95% oxygen and 5% CO_2_. Oxygen saturation, as well as circulating electrolytes, were measured (Cobas b 123 POC system, Roche, Rotkreuz, Switzerland) at multiple timepoints in the recirculating perfusate circuit as well as in the coronary effluent.

### Measurements of cell death markers and circulating cytokines

The release of markers of cardiac cell death was measured in samples of recirculating perfusion buffer at 60 min of reperfusion in ER-0 and ER-22 timepoints. Myoglobin and cardiac troponin I were measured by ELISA RAT MYOGLOBIN, MYO-2 and HIGH SENSITIVITY RAT CARDIAC TROPONIN I, CTNI-2-HS (Life Diagnostics Inc., Pennsylvania, USA) following the manufacturer’s instructions. Circulating cytokines were measured in serum samples collected after functional, warm *in-situ* ischemia by Bio-Plex™ Pro Rat Cytokine, Chemokine, and Growth Factor Assays (Bio-Rad Laboratories Inc., Hercules, California, USA).

### RNA Isolation and bulk RNA sequencing

Snap-frozen left ventriclar tissue of all 102 hearts include in this study were powdered and 22–30 mg tissue was used for total RNA isolation performed with the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany). The total RNA was further cleaned and DNase I-treated using an RNA Clean & Concentrate-5 kit, DNase included (Zymo Research R1014) according to the manufacturer's protocol. Thereafter, the quantity and quality of the purified total RNA was assessed using a Thermo Fisher Scientific Qubit 4.0 fluorometer with the Qubit RNA BR and HS Assay Kit (Thermo Fisher Scientific, Q10211 and Q32855) and an Advanced Analytical Fragment Analyzer System using a Fragment Analyzer RNA Kit (Agilent, DNF-471), respectively. All RNA samples used for further RNA sequencing had an RNA integrity number (RIN) of 8.1–9.6.

Sequencing libraries were made using an Illumina TruSeq Stranded mRNA Library Prep kit (Illumina, 20020595) in combination with TruSeq RNA UD Indexes (Illumina, 20022371) according to Illumina’s guidelines. Pooled cDNA libraries were sequenced paired-end using a shared Illumina NovaSeq 6000 S4 Reagent Kit (300 cycles; Illumina, 20028312) on an Illumina NovaSeq 6000 instrument. This run was performed in the NovaSeq Xp workflow using a NovaSeq XP 4-Lane Kit v1.5 (Illumina, 20043131). The quality of the sequencing run was assessed using Illumina Sequencing Analysis Viewer (Illumina version 2.4.7) and all base call files were demultiplexed and converted into FASTQ files using Illumina bcl2fastq conversion software v2.20. The quality control assessments, generation of libraries and sequencing was handled by the Next Generation Sequencing Platform, University of Bern.

### Data representation and statistical analysis

#### *In-situ* and *ex-situ* heart measurements

All values for repeated measurements are reported as mean ± SD unless stated otherwise. Single measurements were compared between groups by the nonparametric Kruskal-Wallis test. If results were statistically significant (*p* < 0.05), pairwise comparisons were performed using the Dunn’s multiple comparison test. Repeated measurements of cardiac recovery were analyzed by regression analysis. P-values of cardiac recovery measurements were adjusted for multiple comparisons (modified, sequential, rejected Bonferroni procedure) [31] and considered significant if adjusted *p* < 0.05. Statistical analysis was performed with GraphPad Prism version 10 (GraphPad Software, Inc, La Jolla, USA).

#### Bulk RNA sequencing

The Bioconductor package DESeq v1.42.0 [32] was used to test for differential gene expression between groups. Gene set enrichment analysis (GSEA) [33] was run in ClusterProfiler v4.10.0 [34] using genesets from KEGG [35] (Kyoto Encyclopedia of Genes and Genomes) and MSigDb [36] (The Molecular Signature Database). An interaction term was introduced in the design formula to additionally test for differences based on sex between time-point comparisons. Principal Component Analysis (PCA) was performed on variance-stabilized transformed (VST) count data using the PCAtools R package. Variables (genes) with the lowest 10% variance were removed prior to analysis to focus on the most informative features. For the first 10 principal components, gene loadings were extracted to identify genes that contributed most strongly to sample variation. The top 30 genes with the highest absolute loading values were selected and heatmaps were generated using z-score normalized expression values. Gene set enrichment analysis (GSEA) was conducted on the ranked gene list (ordered by loading values) for each principal component using the clusterProfiler package. Enrichment was tested against KEGG pathways and MSigDB Hallmark gene sets. Statistical significance was determined using Benjamini-Hochberg adjusted p-values with a cutoff of 0.05. Weighted Gene Co-expression Network Analysis (WGCNA) was performed to identify modules of co-expressed genes and their relationships to experimental conditions using the WGCNA R package (v1.72-5). Gene expression data were obtained from DESeq2 variance-stabilized transformation (VST) of count data. For each analysis, the top 10,000 most variable genes were selected. Scale-free topology analysis was performed to determine the optimal soft-threshold power for network construction. The power achieving a scale-free topology model fit (signed R²) of ≥ 0.9 was selected. Co-expression networks were constructed using the blockwiseModules function with signed network type (default parameters). Modules were defined as clusters of highly interconnected genes with similar expression patterns across samples with a minimum module size of 20 genes. Module eigengenes (MEs) were calculated as the first principal component of each module’s expression profile. Module membership (MM) was calculated as the correlation between each gene and its module eigengene. Module–trait relationships were assessed by correlating module eigengenes with experimental variables (e.g. measurements of cardiac recovery at 60 min of reperfusion) using Pearson correlations.

Statistical significance was assessed using a Student’s t-test. For each module, two key measures were calculated: Gene Significance (GS), representing the correlation between gene expression of genes within module and traits (e.g. measurements of cardiac recovery at 60 min of reperfusion), and Module Membership (MM), representing the correlation between gene expression of genes within module and module eigengene. Hub genes were identified as the genes with the highest connectivity within each module using the chooseTopHubInEachModule function. Module gene expression patterns were visualized through mean Z-score plots across experimental conditions and comprehensive heatmaps. Functional enrichment analysis was performed for each module using multiple databases. KEGG pathway enrichment was performed using enrichKEGG and Hallmark gene sets from MSigDB were analyzed using the enricher function. All enrichment analyses used a p-value cutoff of 0.05 with Benjamini-Hochberg correction for multiple testing. All analyses were conducted in R v4.5.

#### Genome-scale metabolic pathway analysis

We performed transcriptomics-driven metabolic pathway analysis as described previously [37]. In brief, we translated the statistically significant differentially expressed genes (FDR ≤ 0.05) to enzymatic reaction rate changes according to gene–protein–reaction (GPR) rules. As a database for pathways, reactions and GPR rules, we used the Ret1 (v.1.3.0) metabolic models, genome-scale metabolic reconstruction [38]. Metabolic pathways were then scored and ranked according to the number of perturbed reactions that they encompass. We also computed p-values for each pathway to evaluate their statistical significance. We used the hypergeometric test, which is based on the hypergeometric distribution [37]. The computed p-values were subjected to a FDR correction, using the Benjamini–Hochberg procedure.

## Results

### Base characteristics

A total of 102 rats were included in this study. Detailed base characteristics are described in the Table 1 and supplementary Table S1.

**Table 1:** Base characteristics and *in-situ* hemodynamic measurements represented as median and interquartile range measured at BL; OVX, ovariectomized; HW, heart weight; BW, body weight; statistical analysis was performed by Kruskal-Wallis test followed by the Dunn`s multiple comparison test; n= 31-36 per sex

Characteristic	Females	Males	OVX
n	31	35	36
Body weight [g]	230 [210-250]^p<0.0001 vs. M and OVX^	390 [364-420]^p<0.0001 vs.OVX^	290 [271-298]
Heart weight [g]	1.1 [1.0-1.1]^p<.0001 vs. M; 0.0083 vs.OVX^	1.6 [1.4-1.9]^p<0.0001 vs. OVX^	1.2 [1.1-1.3]
HW/BW Ratio [g/kg]	4.6 [4.2-5.1]	4.3 [3.8-4.5]	4.3 [3.7-4.7]

Characteristic	Females	Males	OVX
n	25	28	31
Systolic arterial pressure [mmHg]	78.4 [74.7-80.9]^p<0.0001 vs. M and OVX^	91.9 [87.1-98.0]	78.1 [74.6-84.6]
Heart rate [bpm]	218.7 [201.2-234.7]	227.9 [213.1-245.6]	216.9 [194.8-231.2]
Pulse pressure [mmHg]	29.8 [23.5-39.6]	28.8 [15.2-36.5]	29,9 [13.1-26.7]

### Females demonstrate greater resilience to DCD-induced IRI than males

Cardiac recovery under conditions of left ventricular loading is presented in Fig. 2. Left ventricular recovery was significantly impaired in all sexes after 22 min of functional, warm *in-situ* ischemia. In the absence of ischemia, no significant sex-related differences were detected, except for lower coronary flow in OVX animals compared with females and males (Supplementary Figure S1C).

Tolerance to DCD conditions, including IRI was significantly greater in female compared to male hearts in terms of left ventricular recovery as measured by left ventricular work (heart rate*developed pressure) and maximum contraction rate. Recovery of OVX following 22 min of ischemia and reperfusion was similar to males (Fig. 2A-E) (Supplementary Figure S1A-D).

Interestingly, markers for cardiac cell injury, myoglobin and cardiac troponin I, were not different between the sexes. However, when levels between ER-0 and ER-22 were compared, only females showed no increase in myoglobin, whereas the levels increased for both males and OVX after exposure to functional, warm *in-situ* ischemia. In addition, cardiac troponin I only increased in OVX hearts after exposure to functional, warm *in-situ* ischemia and reperfusion (Supplementary Figure S1E-F).

**Fig. 2:**
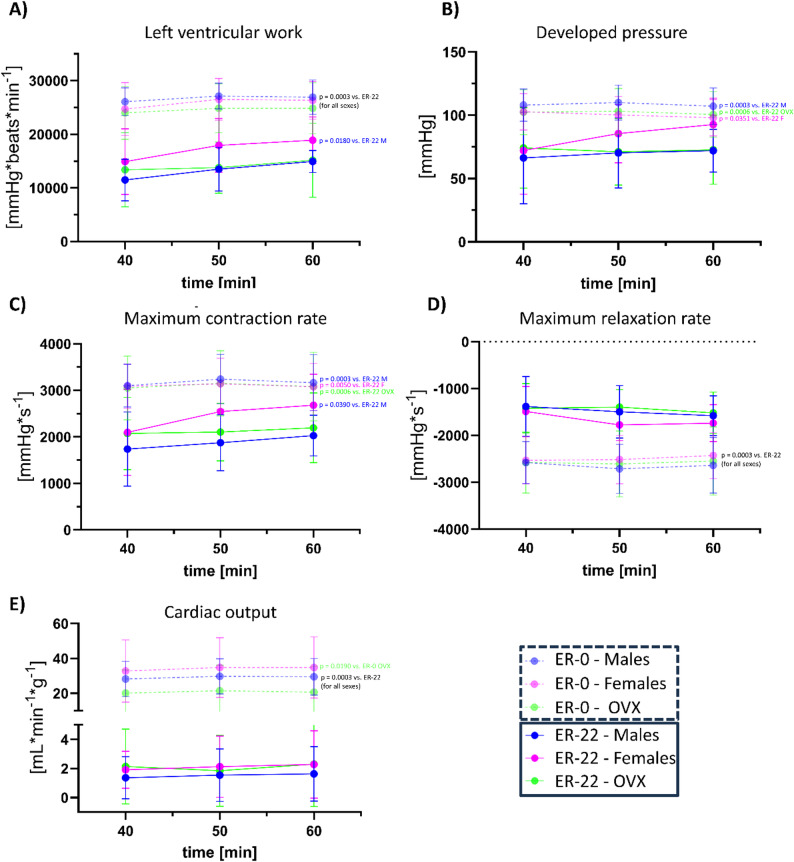
Left ventricular cardiac recovery: Cardiac recovery measurements during loaded perfusion. **A**) Left ventricular work (developed pressure*heart rate), **B**) Developed pressure, **C**) Maximum contraction rate, **D**) Maximum relaxation rate, **E**) Cardiac output normalized to heart weight; ER-0, end reperfusion 0 timepoint; ER-22, end reperfusion 22 timepoint; OVX, ovariectomized; statistical significance was evaluated by linear regression analysis and adjusted for multiple comparisons using the modified, sequential, rejective Bonferroni procedure; values are presented as means ± SD; *n* = 6–8 per group

### Differential gene expression reveals upregulation of key pathways primarily in response to CSS and reperfusion

To provide an overview of gene expression differences, all treatment groups were compared. This was explored by first defining the variables that most strongly contribute to the separation of groups using a principal component analysis. 

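Messenger RNA from the left ventricle of 102 Wistar rat hearts was sequenced as stranded, paired-end libraries on an Illumina NovaSeq instrument, 1 library per heart. The hearts fell into 15 groups, with females (F), males (M) and ovariectomized females (OVX) at each of 5 timepoints. BL hearts were harvested directly after anaesthesia, and EI-0 and EI-22 hearts after 0 or 22 min of functional, warm ischemia. ER-0 and ER-22 hearts had the same ischemic times followed by 30 min of cold storage and 60 min of reperfusion. The authors deposited the number of reads counted on each gene of each heart, as whole numbers without normalization. The paper's text does not name the aligner, the counting tool or the genome build behind these counts. They cover 30562 genes listed by Ensembl rat gene identifier, of which 22784 had at least 1 count. The files do not pair these identifiers with gene symbols, and 0 identifiers were matched to one, so genes are given by identifier and the genes that the paper names by symbol are not analysed here.

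Between 25138148 and 69344442 reads per heart were counted on genes, with a median of 38819604. At BL the totals lay between 36598678 and 46625904 in 6 females (median 42993685), between 34884592 and 69344442 in 7 males (median 42845473) and between 32228540 and 44845774 in 6 OVX (median 40698762). At EI-0 they lay between 37077172 and 53475659 in 6 females (median 47424596), between 34888275 and 63438989 in 8 males (median 42661350) and between 41667426 and 58264028 in 9 OVX (median 43870417). At EI-22 they lay between 28221262 and 51703393 in 5 females (median 39828127), between 30914761 and 45547425 in 7 males (median 40817859) and between 26927337 and 39158533 in 7 OVX (median 33100335). At ER-0 they lay between 25138148 and 36079815 in 8 females (median 31812606), between 27706689 and 42615369 in 6 males (median 33133366) and between 28906079 and 44123088 in 7 OVX (median 35032206). At ER-22 they lay between 35698750 and 42981373 in 6 females (median 36559886), between 34712873 and 54071404 in 7 males (median 38428189) and between 29887108 and 42268099 in 7 OVX (median 36439848). The smallest share of counts that the smallest library can show is 1.19e-05%, or 3 counts. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only. In the median heart, 32.9% of all counts fell on the 10 most counted genes.

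Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test after its default filter on low counts. The paper's methods name the DESeq package, so numbers of called genes here and in the paper come from unlike tests. The 3 sex groups of a timepoint were fitted together. A gene was called differentially expressed (DEG) at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.2, which is the cutoff of Fig. 4B. As a check of the labels, 4 genes counted at high levels in males only were summed in each heart. They were chosen with the labels of the hearts outside EI-22, so the sum could reveal exchanged labels at EI-22 only. Their sum lay between 107 and 162 CPM (counts scaled to the TMM-adjusted library size) in the 35 male hearts and at or under 0.0664 CPM in 66 of the F and OVX hearts. The library labelled EI-22 F replicate 3 stood between these levels, at 21.0 CPM. This library and the libraries labelled BL F replicate 1 and BL OVX replicate 4 had 1, 0 and 0 counts of a transcript found in the other 64 F and OVX hearts. All were kept in their groups as labelled.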

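Principal components were computed from DESeq2's variance-stabilized counts of 20505 genes in the 102 hearts, after the 10% of genes with the lowest variance had been left out. PC1 held 38.9% of the variance, with a standard deviation of 1.22 percentage points over 100 bootstrap samples of the hearts. PC1 scores of the 41 hearts of the ER timepoints were all at or above 9.71, and those of the 61 hearts of the BL and EI timepoints were all at or below -10.5. The mean scores of reperfused and other hearts were 40.6 apart, far more than the spread within either set. The 2-sided permutation p-value of this difference was 1e-05, the smallest that 100000 resamples can give. Membership in the reperfused set accounted for 95.8% of the variance of PC1 scores, and sex group for 1.68%. The number of genes moved the share most. With the 500 genes of highest variance, PC1 held 62.7%.

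**Figure D1:**
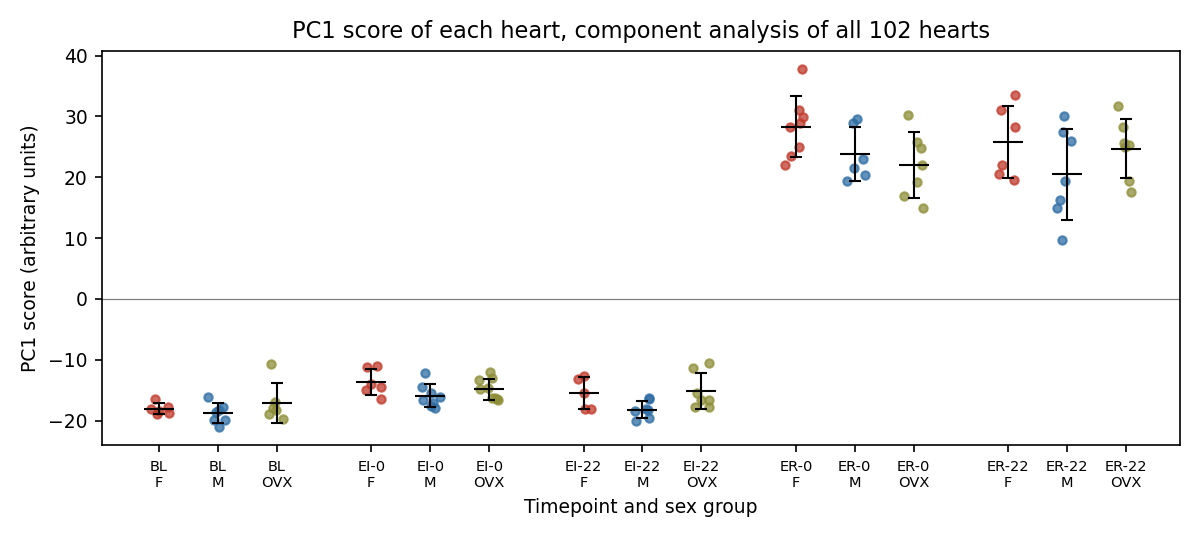
PC1 score of each heart (arbitrary units) by timepoint and sex group, from the component analysis of all 102 hearts. Points are hearts and bars give the mean ± SD of each group, and every heart of the ER timepoints lies above 9.7 while every other heart lies below -10.5.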

The identified principal component (PC1) explains nearly 40% of the variance in group separation (Fig. 3A), with segregation of hearts with reperfusion (ER timepoints) from those without reperfusion (BL and EI timepoints). Pro-inflammatory genes such as Tnf, Ccl7, Cxcl1 and 2, as well as genes that have been reported to be upregulated during cardiac mechanical stress such as Egr1 and 2 [39], were found to be strongly upregulated in reperfused hearts. Notably, Hba-a1 as well as Hbb, both genes coding for haemoglobin subunits, were found to be downregulated in reperfused hearts (Fig. 3B). 

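Of the 30 genes with the largest absolute PC1 loadings, 28 were higher at the reperfused end of the component. Among the 500 genes with the largest loadings, 405 (81.0%) were higher at that end, against 47.8% of all genes in the component analysis. In the edgeR test of the mean of the ER groups against the mean of the BL and EI groups over all 102 hearts, 4935 of 14624 genes tested were DEGs. Of these, 2490 (50.5%) were higher in reperfused hearts and 2445 were lower. Leaving out the cutoff on the fold change, a setting chosen after seeing the data, moved this number most, to 9608 genes, of which 4779 were higher and 4829 lower. Without the filter on low counts the same test gave 5654 DEGs, of which 2823 were higher and 2831 lower. The small majority of higher genes thus depended on both settings.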

Gene set enrichment analysis (GSEA) identified that genes belonging to PC1 were mainly upregulated after reperfusion and were members of pathways connected to inflammatory responses and metabolic regulation, such as TNFα signalling via NFκB and cholesterol homeostasis (Fig. 3C).

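PC2 held 5.60% of the variance of the 102 hearts (bootstrap SD 0.475 percentage points), little more than PC3 with 4.97%. Among the reperfused hearts, the mean PC2 score was 8.85 at ER-0 (SD 6.49, n = 21) and -8.45 at ER-22 (SD 5.43, n = 20). These timepoints overlapped, since the lowest ER-0 heart stood at -3.36 and the highest ER-22 heart at 4.81. The difference of -17.3 exceeded both standard deviations and had a permutation p-value of 1e-05 (2-sided, the smallest possible with 100000 resamples). The timepoint accounted for 68.6% of the variance of PC2 scores among the reperfused hearts. In edgeR's test of ER-22 against ER-0 over the 3 sex groups, 2792 of 14020 genes were DEGs. Of these, 1732 (62.0%) were higher after 22 min of ischemia, and most differences were small, with a median absolute log2 fold change of 0.33.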

Analysis of PC2 (Supplementary Figure S2) revealed genes that contribute to the segregation of reperfusion groups with and without functional warm *in-situ* ischemia.

**Fig. 3:**
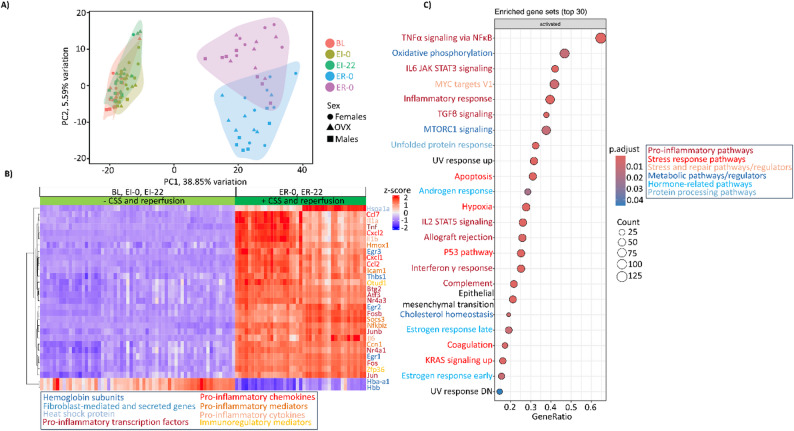
Bulk RNA Sequencing data overview: **A**) Principal component analysis including all treatment groups; **B**) Heat map representing the top 30 genes with the highest absolute loading values of PC1; **C**) GSEA (MSigDB) of genes ranked according to their loadings in the PC1. Genes and pathways are colour coded according to cellular function; BL, baseline (control timepoint); EI-0, end ischemia 0 timepoint; EI-22, end ischemia 22 timepoint; ER-0, end reperfusion 0; ER-22, end reperfusion 22 timepoint; CSS, cold static storage; GSEA, gene set enrichment analysis; MSigDB, The Molecular Signature Database; *n* = 19–23 per timepoint

### Sex differences in cardiac gene expression depend on both ischemic duration and reperfusion

To reveal sex-related gene expression differences, we first analyzed each timepoint individually. Principal component analysis (PCA) at individual experimental timepoints revealed that males segregate from females and OVX rats, independent of ischemia and reperfusion, while females and OVX tend to cluster together (Fig. 4A). 

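At each timepoint, components were computed from the variance-stabilized counts of that timepoint's hearts alone. The distance between the mean of males and the mean of F and OVX hearts on PC1 and PC2 was set against all ways of choosing as many hearts, in an exact permutation test. The exact p-value was 1.98e-05 at BL, 2.04e-06 at EI-0, 1.98e-05 at EI-22, 0.00125 at ER-0 and 1.29e-05 at ER-22, and the largest of the 5 values after Benjamini-Hochberg adjustment was 0.00125. Males parted from the other hearts mainly along PC2 at BL, where sex held 83.3% of the variance of the scores, and at ER-0 (58.7%). They parted mainly along PC1 at EI-0 (83.1%), EI-22 (58.2%) and ER-22 (52.5%). Computed from log2 CPM, the exact p-value moved most at BL, to 0.00441. F and OVX hearts were not told apart at BL (exact p = 0.885), EI-0 (exact p = 0.490) and EI-22 (exact p = 0.634), while at ER-0 the exact p-value was 0.0392, or 0.196 after Benjamini-Hochberg adjustment over the 5 timepoints. Some of the F and OVX libraries carry doubts about their labels. The library labelled EI-22 F replicate 3 held male-only transcripts, and it and the libraries labelled BL F replicate 1 and BL OVX replicate 4 had at most 1 count of a transcript found in the other F and OVX hearts.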

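At BL, 298 of 13960 genes tested were DEGs between females and males, 0 between females and OVX and 63 between males and OVX. At EI-0 there were 680, 7 and 462 DEGs in these comparisons among 14071 genes. At EI-22 there were 55, 3 and 476 among 13803 genes, so that males differed from OVX in more genes than from females. At ER-0 there were 102, 1 and 44 among 13703 genes. At ER-22 there were 0 DEGs between females and OVX and 28 between males and OVX among 13755 genes, both fewer than between females and males. The comparisons of females with OVX at BL and ER-22 that gave 0 DEGs had 1677 and 805 genes with an unadjusted p-value under 0.05, where chance alone gives about 698 and 688. The EI-22 females include the library labelled EI-22 F replicate 3, which held male-only transcripts. Without it there were 41 DEGs between females and males at EI-22. The largest change in number came from a DESeq2 fit of all 102 hearts, chosen after seeing the data, which gave 491 DEGs between females and males at ER-0. In each pairwise comparison at each timepoint, DESeq2's Wald test on the hearts of that timepoint called more genes than edgeR's test.

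**Figure D2:**
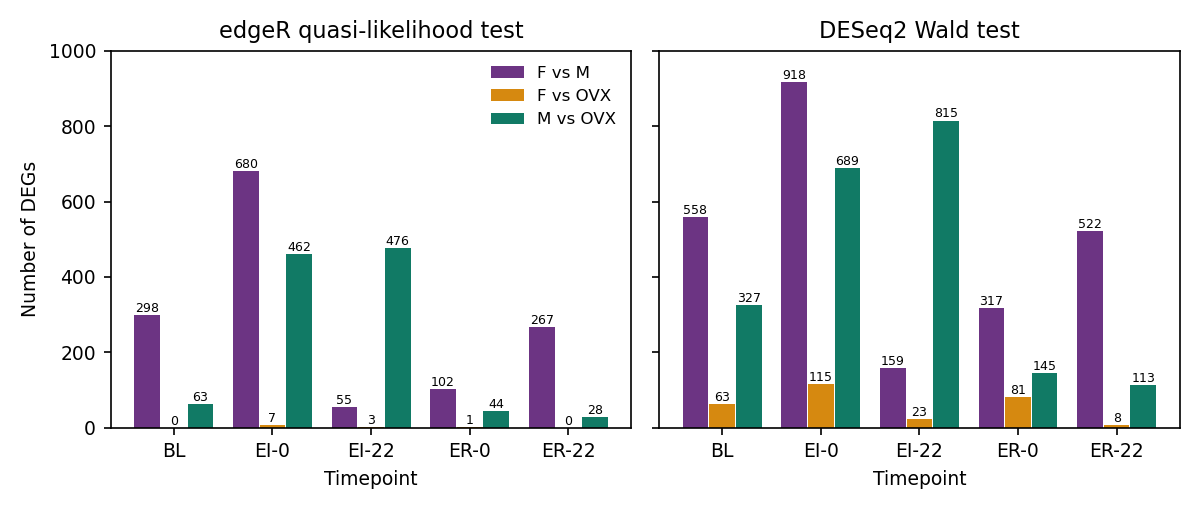
Number of DEGs in each pairwise comparison of sex groups at each timepoint, with edgeR's quasi-likelihood test (left) and DESeq2's Wald test (right) on the same hearts. Bars carry their counts and start at 0, and at EI-22 the bar for males against OVX is the tallest under both tests.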

Overall, sex differences in gene expression persisted across DCD conditions, including IRI, with the highest number of DEGs in female–male comparisons (Fig. 4B). 

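The number of genes called both between females and males and between females and OVX was 0 at BL, 4 at EI-0, 1 at EI-22, 0 at ER-0 and 0 at ER-22. Genes called both between females and males and between males and OVX were more frequent, with 32 at BL, 147 at EI-0, 45 at EI-22, 25 at ER-0 and 22 at ER-22. Each of these shared genes was higher in males, or lower in males, than in both other groups. DEGs between females and males alone numbered 266 at BL, 529 at EI-0, 9 at EI-22, 77 at ER-0 and 245 at ER-22. Over the 5 timepoints, 1091 genes were called between females and males at 1 timepoint or more. Of these, 877 were called at 1 timepoint, 154 at 2, 33 at 3, 17 at 4 and 10 at all 5. BL and ER-22 had 43 of these genes in common, and 144 were called at ER-22 only. A gene called at one timepoint and not at another is not thereby shown to differ between them, and that difference was tested for BL and ER-22 only.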

At each analyzed timepoint, distinct sets of genes were significantly differentially expressed between females and both males and OVX animals. To further explore which families of genes were involved, GSEA was used. This revealed that gene sets connected to E2F targets, comprising genes involved in cell-cycle regulation, as well as genes connected to MYC targets V1, which includes genes with a variety of functions, including cellular growth, repair and stress response, were activated in females versus males at all time points. Notably, genes connected to unfolded protein response were always activated in females versus males with the exception of EI-22. In general, genes connected to stress response/quality control pathways as well as regulatory aspects showed higher enrichment in females compared to males, independent of experimental timepoint. This pattern was particularly evident after 22 min of ischemia and reperfusion, where females showed enrichment not only of cell stress response/quality control pathways, but also of pathways related to DNA repair, compared with males. Gene sets related to energy metabolism, such as oxidative phosphorylation and fatty acid metabolism, showed lower enrichment in females compared with males at several timepoints (Fig. 4C). GSEA across several timepoints indicated reduced enrichment of interferon-γ pathways in females compared with males. To assess whether these transcriptomic differences were reflected at the cytokine level, a multiplex cytokine assay was performed. With the cytokine panel, we measured several cytokines at the end of functional, warm *in-situ* ischemia (IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-7, IL-10, IL-12, IL-13, IL-17, IL-18, MCP-1, G-CSF, GM-CSF, M-CSF). Among these circulating cytokines, sex-specific differences were generally not observed. However, IL-10 (Fig. 4D) and Ccl20 (data not shown) were both present at significantly higher concentrations in females compared to males after functional, warm *in-situ* ischemia.

**Fig. 4:**
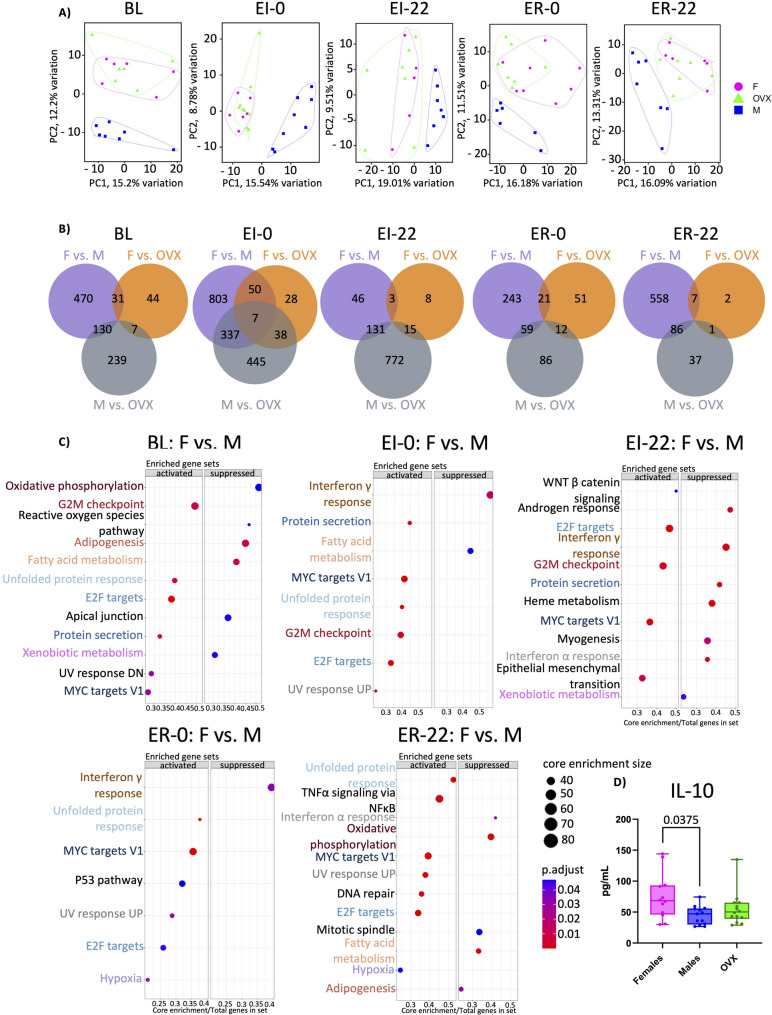
Sex differences in differential gene expression at individual timepoints: **A**) PCA for each timepoint generated by regularized log transformation showing differences in separation of sexes. **B**) Venn diagrams representing pairwise comparisons of significantly differentially expressed genes between sexes (FDR < 0.05; log2-fold change <-0.2 or > 0.2). **C**) GSEA (MSigDB) between females and males at each time point. Pathways detected multiple times are marked in the same colour, pathways depicted in black are present in only one comparison. **D**) Measurements of IL-10 at EI-22; BL, baseline (control timepoint); EI-0, end ischemia 0 timepoint; EI-22, end ischemia 22 timepoint; ER-0, end reperfusion 0; ER-22, end reperfusion 22 timepoint; Statistical significance was assessed using Student’s t-test and adjusted for multiple testing by Benjamini-Hochberg correction; GSEA, gene set enrichment analysis; MSigDB, The Molecular Signature Database; F, females; M, males; OVX, ovariectomized; FDR, false discovery rate *n* = 5–9 per group (panels **A**-**C**); *n* = 12–15 per group (panel **D**)

### Pro-inflammatory signalling as well as protective pathways shape sex differences from BL to ER-22 timepoints

DEGs were compared over time, focusing on the BL to ER-22 interval for all sex groups, revealing a total of 2455 different genes. 

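The BL and ER-22 hearts of all 3 sex groups were fitted together with edgeR, and 14225 genes were tested. Between BL and ER-22, 4466 genes changed in females, 3860 in males and 3809 in OVX. In at least 1 sex group 6310 genes changed, and 2190 genes changed in all 3 groups. Each of these 2190 genes moved the same way in the 3 groups. Genes called in 1 group alone numbered 1171 in females, 751 in males and 753 in OVX. Females and males shared another 579, females and OVX 526, and males and OVX 340. The cutoff on the fold change moved the shared number most. With an absolute log2 fold change over 0.5, 846 genes changed in all 3 groups. The paper gives its total of 2455 genes without a cutoff, and the legend of Supplementary Figure S3A uses 0.5. That total may therefore not be comparable with 6310 or 2190.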

Significant differences in gene expression at ER-22 versus BL were examined within each sex to explore mechanisms of sex differences in cardiac recovery. Interestingly the majority of genes were significantly upregulated at ER-22 compared to BL in all sexes. 

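Of the genes that changed between BL and ER-22, 2436 (54.5%) were higher at ER-22 in females, 2160 (56.0%) in males and 1948 (51.1%) in OVX. The share above 50% depended on the filter on low counts in males and OVX, and in OVX also on the test and the hearts in the fit. With every gene that had at least 1 count, 2263 genes were higher and 2226 lower in females, 1934 were higher and 1973 lower in males, and 1739 were higher and 2076 lower in OVX. In OVX, 1856 genes were higher and 1897 lower with the library number as a covariate, 1988 and 2007 with DESeq2's Wald test, 1846 and 2169 with all 102 hearts in edgeR, and 1944 and 2158 with DESeq2 on all 102 hearts, chosen after seeing the data. Among the genes called in all 3 groups, 1313 were higher and 877 lower at ER-22. The median absolute log2 fold change of the called genes was 0.43 in females, 0.40 in males and 0.43 in OVX. Across genes, which are not independent replicates, the log2 fold changes of females and males had a Pearson correlation of 0.855, those of females and OVX 0.853, and those of males and OVX 0.830.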

(Supplementary Figure S3A and B).

Next, gene-expression and pathway differences between ER-22 and BL profiles were assessed and compared among the sex groups. A broad set of common pathways was detected across females, males, and OVX, including pro-inflammatory and injury-response programs such as the unfolded protein response, complement/coagulation cascades, and TGF–β–associated signalling. In contrast, transcripts linked to reactive oxygen species production were increased in only OVX at ER-22 relative to BL, whereas pathways previously associated with protective responses, most prominently DNA-repair–related genes, were downregulated exclusively in males (Supplementary Figure S3C).

Additionally, to further distinguish baseline sex differences from DCD-induced ischemic and reperfusion sex differences, an interaction term was included in the comparison of ER-22 with BL groups. 

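The change from BL to ER-22 was compared between females and males by the interaction contrast of the edgeR fit, the change in females minus the change in males. After Benjamini-Hochberg adjustment 0 genes were called, and the lowest adjusted p-value was 0.104. At an unadjusted p-value under 0.05 there were 1232 genes, where chance alone gives about 711. The same contrast gave 0 genes for females against OVX (1053 at an unadjusted p-value under 0.05, lowest adjusted p = 0.564) and 0 genes for males against OVX (974 at that level, lowest adjusted p = 0.327). DESeq2's Wald test on the same hearts called 7 genes for females against males. A DESeq2 fit of all 102 hearts, chosen after seeing the data, moved the number most, to 15 genes. Of these 15, the edgeR filter kept 9, all 9 had the same direction in the edgeR fit, and 8 had an unadjusted p-value under 0.05 there. The BL females include the library labelled BL F replicate 1, which lacked a transcript found in the other BL females.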

Fifteen genes were identified whose expression was differentially affected by the DCD protocol in females and males, suggesting sex-specific transcriptional responses to DCD-induced functional, warm *in*-*situ* ischemia followed by reperfusion.

Notably, four of these genes already demonstrated sex-specific differences in expression at baseline (BL) that changed after reperfusion (ER-22). Ptar1, Med14, and Zkscan8 were significantly more highly expressed in females than in males at baseline. However, following the DCD protocol and subsequent reperfusion, expression levels in females tended to be lower than those observed in males. In contrast, the uncharacterized gene ENSRNOG00000065363 displayed the opposite pattern: its expression was lower in females compared with males at baseline but showed a tendency toward higher expression in females after DCD and reperfusion.

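ENSRNOG00000065363 was counted at low levels, with 13 to 95 reads per heart in the female and male BL and ER-22 groups. At BL it stood at 0.728 ± 0.084 CPM in females (SD, n = 6) and at 1.11 ± 0.19 CPM in males (SD, n = 7). The log2 fold change of females over males was -0.62 (standard error 0.15, adjusted p = 0.0305 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every female heart was below every male heart at BL, although the highest female, at 0.860 CPM, nearly met the lowest male, at 0.863 CPM. At ER-22 it stood at 0.975 ± 0.21 CPM in females (SD, n = 6), 0.649 ± 0.17 CPM in males (SD, n = 7) and 0.897 ± 0.19 CPM in OVX (SD, n = 7). The groups overlapped at ER-22, and the log2 fold change of females over males was 0.57 (standard error 0.19, edgeR adjusted p = 0.102), which did not pass the threshold. The order of the means of females and males did not separate reperfused from other hearts, as females were higher at EI-0 (0.924 against 0.768 CPM) and EI-22 (1.02 against 0.793 CPM) and lower at ER-0 (0.834 against 1.05 CPM). The female groups at BL and EI-22 include the libraries labelled BL F replicate 1 and EI-22 F replicate 3, whose labels are in doubt. From BL to ER-22 it rose by 0.43 on the log2 scale in females (edgeR adjusted p = 0.0434) and fell by 0.76 in males (edgeR adjusted p = 0.000287). The difference between these changes was 1.20 on the log2 scale (standard error 0.23). Its unadjusted edgeR p-value was 9.49e-06, and its adjusted p-value over all genes exceeded 0.05. With DESeq2's Wald test on the same hearts the interaction was 1.21 and passed the threshold (adjusted p = 0.0150), and over the alternatives the adjusted p-value ran from 0.0127 to 0.316.

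**Figure D3:**
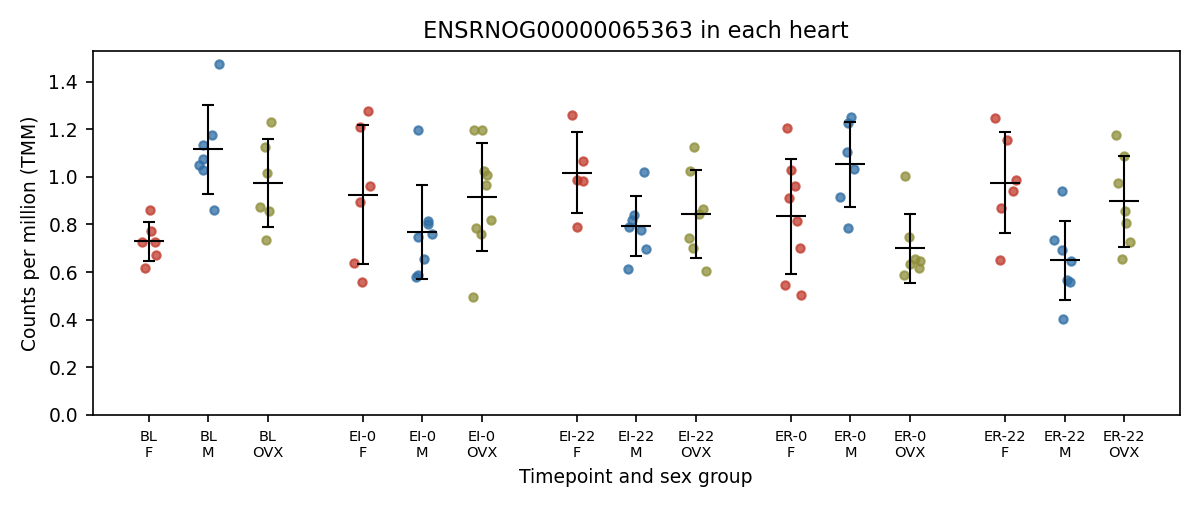
ENSRNOG00000065363 in each heart, in TMM-normalized CPM, by timepoint and sex group. Points are hearts and bars give the mean ± SD, with BL females at 0.728 and BL males at 1.11 on average and females above males on average at EI-0, EI-22 and ER-22 but not at ER-0.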

### Sex and sex hormones modulate cardiac gene expression after DCD-induced ischemia

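Among the genes tested at ER-22, 267 were DEGs between 6 female and 7 male hearts in edgeR's test. Of these, 123 were higher in females and 144 were lower. At an unadjusted p-value under 0.05 there were 2512 genes, where chance gives about 688. With each heart left out in turn, the number ran from 125 to 389, and in 4 of these 13 fits more genes were higher in females than lower. Over the alternatives with every heart, it was lowest with a cutoff of 0.5 on the log2 fold change (70) and highest with a DESeq2 fit of the females and males alone, chosen after seeing the data (602, of which 315 were higher in females and 287 lower). DESeq2's Wald test with the OVX hearts in the fit called 522, among them all of the genes that edgeR called. The pair of genes with the lowest adjusted p-values in each direction are given here. ENSRNOG00000065796 was at 3.67 ± 1.0 CPM in females (SD, n = 6) and had 0 counts in every male (edgeR adjusted p = 4.39e-09). ENSRNOG00000060793 was at 136 ± 4.0 CPM in females (SD, n = 6) and 84.7 ± 6.7 CPM in males (SD, n = 7), with a log2 fold change of 0.67 (edgeR adjusted p = 4.49e-09). ENSRNOG00000057231 was at 65.3 ± 6.7 CPM in males (SD, n = 7) and had at most 1 count in any female (edgeR adjusted p = 3.80e-15). ENSRNOG00000060617 was at 11.2 ± 1.6 CPM in males (SD, n = 7) and also had at most 1 count in any female (edgeR adjusted p = 3.50e-12). For each of these 4 genes, the 6 females and 7 males did not overlap. Their means differed in the same direction between females and males at each other timepoint, BL included. They are thus markers of sex and do not show a response to ischemia and reperfusion. The paper left X and Y chromosomal genes out of its leading genes at ER-22, which could not be done here. At other timepoints, ENSRNOG00000065796 and ENSRNOG00000060793 were low in the libraries labelled BL F replicate 1, BL OVX replicate 4 and EI-22 F replicate 3, and the last of these libraries also held counts of ENSRNOG00000057231 and ENSRNOG00000060617.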

In considering only the hearts subjected to 22 min of functional, warm *in-situ* ischemia and reperfusion (ER-22 timepoint), 673 genes were found to be significantly differently expressed between females and males. Interestingly, genes related to protein processing and correct protein folding such as Hspa12a, Dcun1d and Dnajc7, were among the top 50 DEGs between males and females (Supplementary Table S2). A significant upregulation of these genes, as well as those connected to pro-inflammatory pathways such as Wdfy4 and Galnt10, was observed in males compared to females. Notably, ribosomal genes such as Rps5 and Rpl27al7 were upregulated in females compared to males at ER-22. Many genes that differed between males and females also differed between females and OVX, consistent with the pattern of ventricular functional recovery. 

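The genes called between females and males at ER-22 were followed in the comparison of 6 females with 7 OVX at that timepoint. Of these genes, 246 (92.1%) had a log2 fold change of the same direction in both comparisons. The median ratio of the fold change against OVX to that against males was 0.43 on the log2 scale. The same females enter both comparisons, which by itself makes the directions alike, so the share is not to be read against 50%. An unadjusted p-value under 0.05 between females and OVX was reached by 115 of them, and 64 differed from OVX in the same direction by more than 0.2 on the log2 scale. With Benjamini-Hochberg adjustment over these genes alone, 72 had an adjusted edgeR p-value under 0.05, but the list was chosen from the same hearts. With adjustment over every gene tested, none of them was called between females and OVX. The paper sets the genes that differ from females in males and also in OVX beside the recovery of ventricular function, in which it found OVX to be similar to males (Fig. 2).

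**Figure D4:**
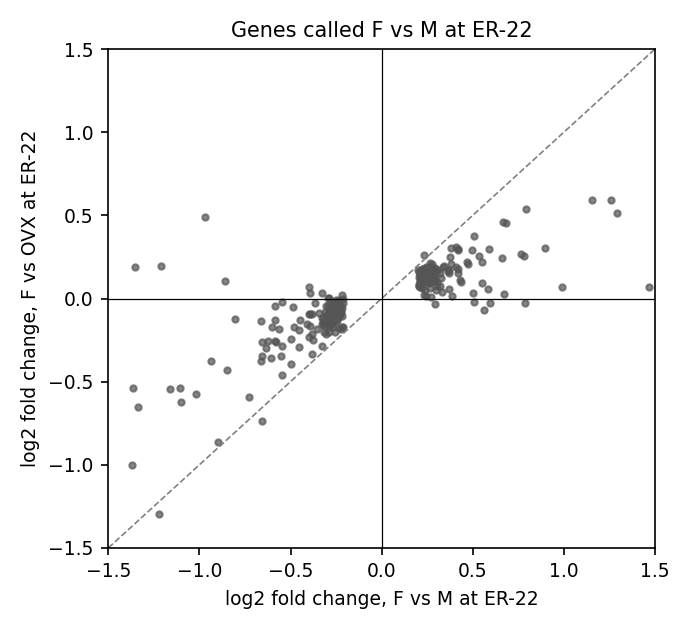
Log2 fold change of females over males (horizontal) and of females over OVX (vertical) at ER-22, for the genes called between females and males. Points are genes, the dashed line marks equal fold changes, and 256 genes are plotted while 11 lie outside the axes, with most points nearer to 0 than the dashed line.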

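The number of genes called at ER-22 both between females and males and between females and OVX was determined by the comparison with OVX, in which edgeR's test called 0 genes (lowest adjusted p = 0.171). An unadjusted p-value under 0.05 in both comparisons was reached by 429 genes. On the 20 hearts of ER-22, DESeq2's Wald test called 8 genes between females and OVX, and 5 of these also between females and males. With DESeq2 fits of the compared groups alone, chosen after seeing the data, 4 genes were called in both comparisons.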

Seven genes, including Mrpl33 and Fam78b, were downregulated in both OVX and males compared with females, and a similar pattern was observed for Rps5. Beyond these shared genes, Gaa was higher and Ccdc137 was lower in OVX compared with females (Fig. 5A and Supplementary Figure S5). Additionally, several mRNA integrity-related genes not among the top 50, including Epc1, H2az2l3, and Cdk2ap2, were downregulated in males compared with females (Supplementary Figure S6). Finally, also not among the top 50 differentially expressed genes, expression of Tfrc, a gene involved in cellular iron handling, showed significantly higher expression in males compared to females at the ER-22 timepoint.

In addition to GSEA, a genome-scale metabolic pathway analysis was performed to identify metabolic pathways differing between female and male hearts at ER-22. The main metabolic differences distinguishing females from males centre predominantly on variations of β-oxidation. Peroxisomal β-oxidation was upregulated in females, whereas mitochondrial β-oxidation was upregulated in males (Fig. 5C).

**Fig. 5:**
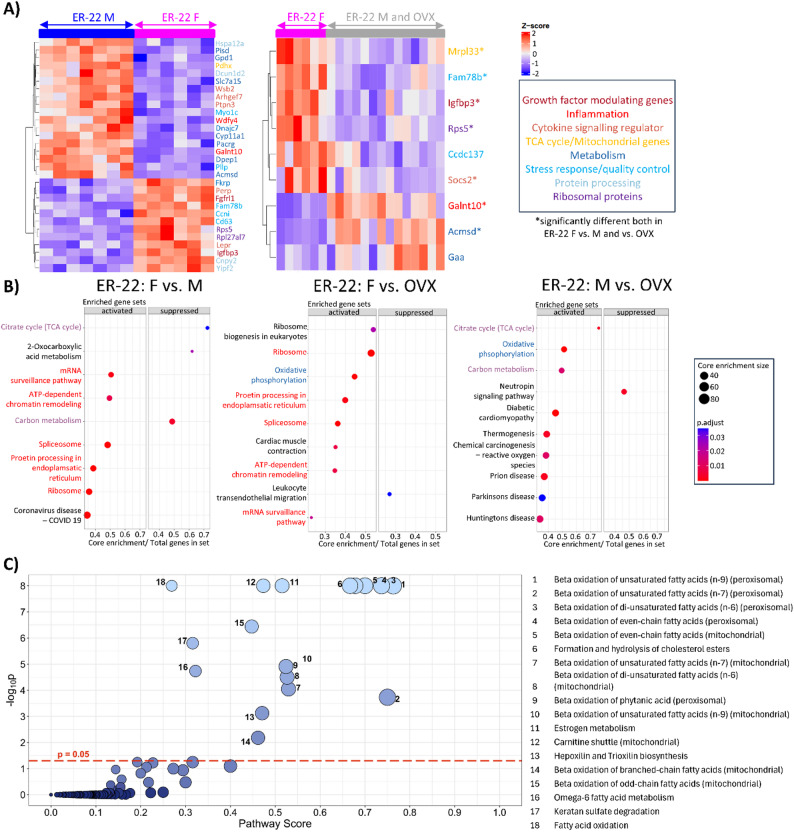
Sex differences after simulated DCD, CSS and reperfusion (ER-22): **A**) Heatmap showing top 30 differentially expressed genes, excluding X and Y chromosomal genes (FDR < 0.05; log2-fold change <-0.2 or > 0.2 ) for F versus M and for F versus M and OVX at the ER-22 timepoint, Genes are colour coded according to cellular process. **B**) GSEA (KEGG) of ER-22 F vs. ER-22 M, ER-22 F vs. ER-22 OVX and ER-22 M vs. ER-22 OVX, Pathways detected in multiple comparisons are marked in the same colour. **C**) Bubble Plot of genome scale metabolic pathway analysis of top differentially expressed pathways between females compared to males at ER-22; ER-22, end reperfusion 22 timepoint; Statistical significance was assessed using Student’s t-test and adjusted for multiple testing by Benjamini-Hochberg correction; F, females; M, males; OVX, ovariectomized; GSEA, gene set enrichment analysis; KEGG, Kyoto Encyclopaedia of Genes and Genomes; FDR, false discovery rate; Values are depicted as individual values with mean indicated; *n* = 6–7 per group

### Gene networks correlate with measurements of cardiac recovery

Weighted Gene Co-expression Network Analysis (WGCNA) was performed to define genes with similar expression patterns across samples after DCD-induced functional, warm *in*-*situ* ischemia and reperfusion. In this WGCNA, networks were defined that comprised clusters of highly interconnected genes with similar expression patterns, also referred to as modules. Further, these networks were sorted according to expression differences between the sexes, defined by functional class and correlated with measurements of functional recovery at 60 min of reperfusion.

Genes in the MAPK (mitogen-activated protein kinase) signalling network were positively correlated with left ventricular power (heart rate*developed pressure*cardiac output), coronary flow, and cardiac output, and showed lower expression in males compared to females. Networks enriched for inflammatory responses and allograft rejection showed higher expression in males compared with females and were negatively correlated with triple product and maximum contraction rate (Fig. 6A, B and C).

For each gene network, a hub gene was defined according to the highest connectivity and interaction within the network. Interestingly, the hub genes Nkx2-5, in the ATP dependent chromatin remodeling network, and Pdhx, in the fatty acid metabolism network, were differentially expressed between females and males at ER 22, with higher Nkx2-5 expression in females and higher Pdhx expression in males (Fig. 6D).

**Fig. 6:**
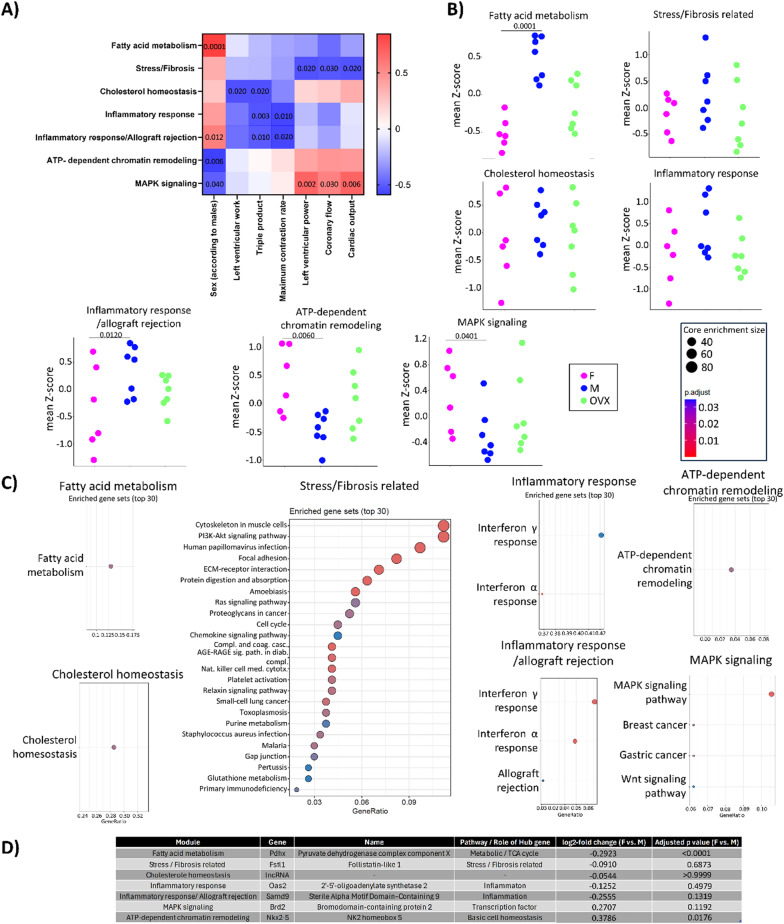
WGCNA and correlations with cardiac recovery of genes at ER-22: **A**) Correlation of networks and sex with cardiac recovery measurements (p-values depicted on corresponding correlation) **B**) Mean z-score of modules of all sexes. **C**) GSEA (KEGG) of correlated modules. **D**) Hub genes of correlated modules; Statistical significance was assessed using Student’s t-test and adjusted for multiple testing by Benjamini-Hochberg correction; Coronary flow and cardiac output measurements were normalized by heart weight; ER-22, end reperfusion 22; F, females; M, males; OVX, ovariectomized; compl., complement; coag., coagulation; casc., cascade; sig, signalling; path., pathway; diab. compl., diabetic complications; GSEA, gene set enrichment analysis; KEGG, Kyoto Encyclopaedia of Genes and Genomes; WGCNA, weighted gene co-expression network analysis; *n* = 20 (panels **A**, **C**, and **D**); *n* = 6–7 per group (panel **B**)

### Genes correlating with increased cardiac recovery are upregulated in females compared to males and OVX after DCD-induced IRI

Expression of all genes that were significantly different for females vs. males and females vs. OVX at ER-22, were tested for correlation with measurements of cardiac recovery at 60 min of reperfusion. All genes with significantly positive correlations with cardiac recovery measurements, except for maximum relaxation rate (dp/dtmax), demonstrated a significantly higher expression in females compared to males. All genes that correlated negatively with cardiac recovery measurements, except for maximum relaxation rate (dp/dtmin), were more highly expressed in males compared to females (Fig. 7 and Supplementary Table S3).

At ER-22, seven genes, Mrpl33, Fam78b, Igfbp3, Rps5, Socs2, Galnt10 and Acmds demonstrated significantly different expression not only in females compared to males, but also in females compared to OVX. Of these seven genes, Fam78b, Igfpb3 and Galnt10 correlated significantly with at least one measurement of cardiac recovery at 60 min of reperfusion. Expression of Fam78b showed a significant positive correlation with cardiac developed pressure, maximum contraction rate and triple product at 60 min of reperfusion. A similar pattern was detected for the metabolic-related gene Igfbp3, for which expression was also significantly higher in females compared to males after DCD-induced IRI and correlated positively with the cardiac triple product at 60 min of reperfusion. Expression of Galnt10, a gene connected to metabolism and inflammatory responses, was significantly reduced after DCD-induced IRI in females compared to males. Interestingly, a high expression of Galnt10 was significantly negatively correlated with measurements of coronary flow at 60 min of reperfusion (Fig. 7).

Among the genes that were differentially expressed exclusively between females and males following DCD-induced IRI, many were associated with pathways involved in stress response/quality control. Notably, the majority of these genes demonstrated a significant positive correlation with key measurements of cardiac recovery, including coronary flow, cardiac output, and LV power at 60 min of reperfusion. In contrast, genes linked to inflammatory pathways predominantly exhibited negative correlations with coronary flow and left ventricular power (heart rate*developed pressure*cardiac output) (Fig. 7).

**Fig. 7:**
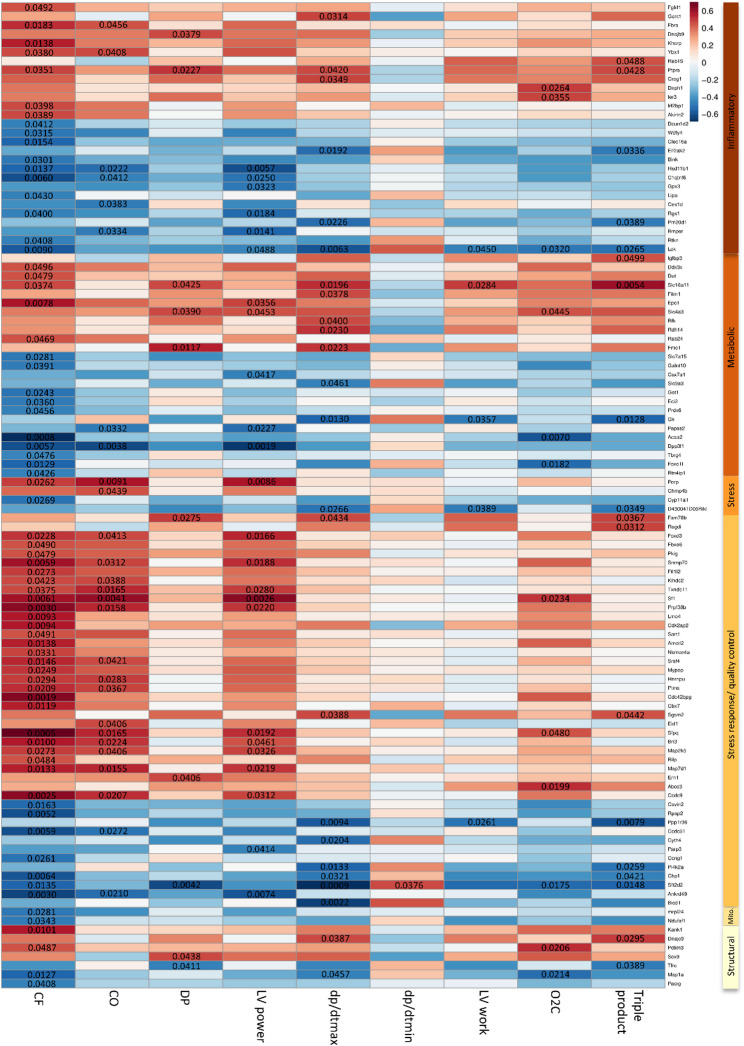
Heat map of significantly differentially expressed genes between females versus males and/or OVX correlating with cardiac recovery measurements in ER-22 hearts: R^2^ depicted from − 0.6 to 0.6; p-value depicted on corresponding correlation; statistical significance was assessed using Student’s t-test and adjusted for multiple testing by Benjamini-Hochberg correction; ER-22, end reperfusion 22; CF, Coronary flow normalized by heart weight: CO, cardiac output normalized by heart weight; DP, developed pressure; LV power, left ventricular power (heart rate*developed pressure*cardiac output); dp/dtmax, maximum contraction rate; dp/dtmin, maximum relaxation rate; LV work, left ventricular work (heart rate*developed pressure); Mito, mitochondrial; O2C, oxygen consumption normalized by heart weight; OVX, ovariectomized; *n* = 20

## Discussion

In this exploratory study, we investigate left ventricular gene expression during simulation of DCD in a rat model and *ex*-*situ* cardiac reperfusion to identify transcriptomic differences that may be associated with cardiac recovery in a sex-specific manner and reveal potential new precision therapy targets. We report that ventricular function was similar in male and female hearts without functional, warm *in-situ* ischemia. Including 22 min of functional, warm *in-situ* ischemia significantly reduced recovery for all groups after 60 min of reperfusion. Notably, post-ischemic left ventricular work (heart rate*developed pressure), maximum contraction rate and triple product, measured as an additional indicator for left ventricular recovery (heart rate*developed pressure*maximum contraction rate*), were significantly higher in females compared to males, while OVX hearts closely matched those of males. This pattern of functional recovery indicates a protective role for female sex hormones. Transcriptomics analysis of all hearts demonstrated strong upregulation of inflammatory, stress response and metabolism-related pathways after reperfusion. After DCD-induced functional, warm *in-situ* ischemia and reperfusion, genes that were significantly differentially enriched in females compared with males and OVX correlated positively with cardiac recovery, whereas genes enriched in males and OVX animals versus females correlated negatively with cardiac recovery. The identification of cardiac genes and pathways that are altered in a sex-specific manner following exposure to DCD conditions provides insight into potential mechanisms of improved tolerance of female hearts to DCD conditions and may reveal novel targets for the optimization of graft quality. (Fig. 8).

**Fig. 8:**
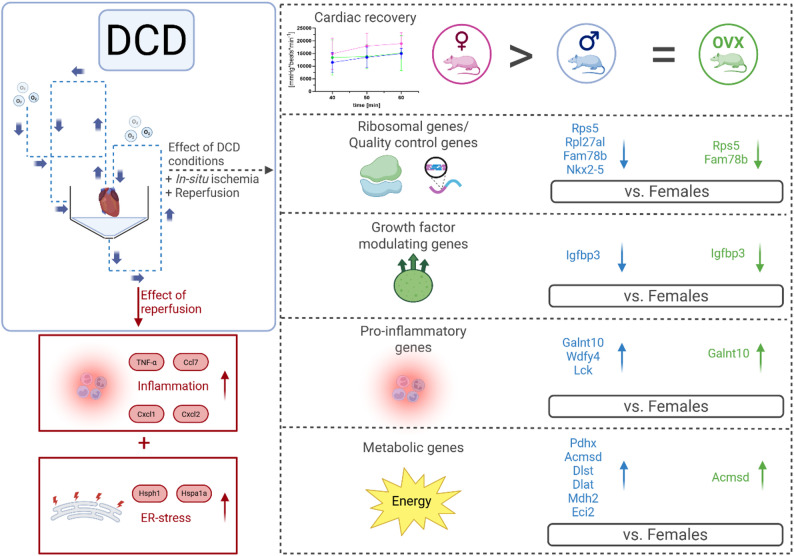
DCD conditions induce sex-specific changes in cardiac gene expression: Reperfusion induces sex-independent upregulation of stress- and inflammation- related genes. Female hearts demonstrate superior functional recovery compared with males, accompanied by increased expression of specific genes connected to quality control mechanisms and insulin-like growth factor modulation. In contrast, male and ovariectomized (OVX) hearts exhibit increased expression of specific inflammatory and metabolic genes associated with impaired cardiac recovery

Reperfusion was associated with upregulation of genes linked to endoplasmic reticulum stress and pro-inflammatory pathways, including those triggered by proteotoxic stress and misfolded protein accumulation, such as Zfand2a, Hsph1, and Hspa1a [40, 41], all of which were elevated across sex groups after 22 min of functional, warm *in-situ* ischemia and reperfusion compared to baseline. These findings align with the concept that reducing inflammatory signalling during reperfusion, for instance through steroid treatment, which is recognized to limit inflammation in DCD settings [42], could contribute to further improvement in cardiac recovery. This may be of particular benefit for male hearts, in which we demonstrate increased expression of inflammatory and allograft-rejection–related genes after IRI and reperfusion, and is consistent with reports of maladaptive remodelling and heightened inflammatory activation after left-ventricular pressure overload in males [43]. In line with these findings, GSEA showed reduced enrichment of interferon-γ–related signalling pathways in females compared with males after functional, warm, DCD-induced *in-situ* ischemia. Consistent with this pattern, independent circulating cytokine analysis revealed higher circulating IL-10 levels in females following DCD-induced ischemia. IL-10 is a well-described anti-inflammatory cytokine that has been associated with suppression of pro-inflammatory responses, including interferon-γ signalling [44–46]. Together, these observations may reflect differences in inflammatory regulation between sexes following functional, warm, DCD-induced *in-situ* ischemia.

PCA of the transcriptomics data showed a clear separation of females and males at the ER 22 timepoint and OVX hearts aligned mostly with intact female hearts, consistent with the anticipated transcriptome-wide overlap. 

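On PC1 and PC2 of the ER-22 hearts, which held 16.1% and 13.4% of their variance, the mean of males lay 16.9 from the mean of F and OVX hearts. The means of females and OVX lay 3.60 apart. An exact permutation test over all 1716 ways of dividing these 13 hearts gave p = 0.633 (2-sided by its construction, since a distance has no sign), so that no separation of F from OVX was detectable on these components.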

Genes differentially expressed between males and females, include higher expression of stress-induced heat shock proteins such as Hspa12 and ubiquitin-like proteins such as Dnajc7 in males, which have been reported to be upregulated under stress-induced conditions [47, 48]. Also, pro-inflammatory genes such as Wdfy4 were more highly expressed in males compared with females only, consistent with reports in other cardiovascular diseases, including atherosclerosis [49]. Together with additional inflammatory genes such as Lck that were higher in males, these differences may be related to sex specific differences in recovery. In contrast, ribosomal genes such as Rps5 and Rpl27a were elevated in females, and higher Rps5 expression has been linked to reduced maladaptive fibrosis after simulated myocardial infarction in mice [50]. Additionally, genes involved in endoplasmic reticulum protein processing and ribosomal protein assembly were more highly expressed in females compared with males and OVX. Estrogen has been reported to suppresses maladaptive endoplasmic reticulum stress while enhancing ribosomal gene expression, thereby increasing translational capacity while preserving protein quality control [51, 52]. Additionally, GSEA revealed a post-DCD-induced IRI activation of genes related to splicosome pathways. Interestingly, the same pattern was also detected in proteomics analysis reported at the same time point after DCD-induced IRI, providing further validation of transcriptomic findings [53]. The higher enrichment of spliceosome-related genes observed in females may indicate increased RNA processing activity during cardiac stress. Alternative splicing may be dynamically regulated during myocardial injury and thereby contribute to adaptive transcriptional responses in cardiomyocytes [54]. 

Similar to our previous study, we observed sex differences with significantly higher left ventricular work (heart rate*developed pressure) and maximum contraction rate after 22 min of functional, warm *in-situ* ischemia in females versus males [15]. Findings of higher recovery of left ventricular function in females are in line with previous observations by Chen et al. [14] using a rat model of DCD, in which hearts were subjected to a comparable duration of functional, warm *in-situ* ischemia followed by *ex-situ* perfusion. Furthermore, OVX hearts showed a similar recovery to males, indicating a potential protective role of sex hormones, in line with our previous study [15].

Possible mechanisms for the increased resilience of female hearts to DCD conditions include better preserved mitochondrial integrity. We observed significantly higher expression of Fmc1 in female versus male hearts following functional, warm *in-situ* ischemia and that Fmc1 expression positively correlates with developed pressure and maximal contraction rate. As an assembly factor of mitochondrial ATP synthase (complex V), Fmc1 contributes to the maintenance of cristae architecture and oxidative phosphorylation capacity. Its increased expression in females may therefore promote improved mitochondrial integrity and bioenergetic preservation, potentially contributing to sex-specific benefits in post-ischemic functional recovery. These findings align with those of Chen et al. [14], who report reduced mitochondrial damage in female compared to male hearts in a similar model of DCD. Increased ferroptosis has also been associated with both impaired mitochondrial integrity, as ferroptotic cells display characteristic mitochondrial damage, including shrinkage, increased membrane density, and loss of cristae, and impaired recovery during machine perfusion [55, 56]. In our study, expression of Tfrc, a gene involved in cellular iron handling, was significantly higher in males compared to females only after exposure to 22 min of functional, warm *in-situ* ischemia, which may indicate a more ferroptosis-permissive milieu in males. However, Tfrc upregulation alone does not provide transcriptional evidence of ferroptosis activation and warrants further investigation of this cell death pathway. Overall, our findings indicate that improved mitochondrial integrity and function may be associated with the greater resilience of female hearts to DCD-induced warm *in-situ* ischemia.

Post-ischemic sex differences in fatty acid oxidation and metabolic flexibility may contribute to the lower cardiac recovery in males vs. females. It has been shown that upon reperfusion, high rates of fatty acid oxidation can inhibit glucose metabolism, promoting uncoupling between glycolysis and glucose oxidation and reducing contractile recovery after IRI [57, 58]. The downregulation of mitochondrial β-oxidation, together with a modest upregulation of peroxisomal β-oxidation, indicated by genome-scale metabolic pathway analysis, is consistent with a metabolic shift away from mitochondrial fatty acid oxidation in females compared to males. Such a shift may be advantageous because of a potential reduction in ROS production after IRI while maintaining partial lipid clearance via peroxisomes [59]. In contrast, higher expression of mitochondrial metabolic pathway genes in males may reflect a compensatory response to mitochondrial damage and a less efficient metabolic adaptation. These findings are in line with previous studies that showed increased resilience of mitochondrial efficiency in females compared to males, consistent with a favorable metabolic adaptation post cardiac IRI, including better coupling of glycolysis to oxidation and less acidosis, which may be related to increased cardiac recovery in females [60, 61]. 

Of particular interest after DCD-induced functional, warm *in-situ* ischemia and reperfusion, seven genes were identified as being significantly differentially expressed between both female and male hearts as well as between female and OVX hearts, a pattern that reflects post-ischemic ventricular recovery. Among these genes, Igfbp3 and Fam78b correlated positively with recovery of ventricular function, whereas Galnt10 correlated negatively with coronary flow at 60 min of reperfusion. To our knowledge, Galnt10 and Fam78b have not previously been directly linked to cardiac IRI. The shared gene expression and correlation patterns, suggest potential roles in the higher resistance of female hearts to DCD conditions, including IRI. This is consistent with a previous study by Chen et al., who demonstrated that increased Igfbp3 expression limits DNA damage and preserves cellular structure, suggesting a potential role as a cardioprotective factor in settings of cardiac injury [62]. This interpretation is further supported by our analysis of myoglobin, a marker for myocardial damage that is one of the first biomarkers to rise above normal levels after cardiac injury [63]. It was increased after ischemia in males and OVX, but not in females, indicating reduced myocardial injury in females. However, interpretation based solely on RNA sequencing data and cardiac cell damage markers may not fully explain the observed differences in recovery, and additional analyses are necessary to complement these findings. Nevertheless, the observed gene expression patterns may provide clues for potential therapeutic strategies during *ex-situ* heart perfusion. In particular, stimulation of insulin-like growth factor (IGF)-related signalling pathways associated with Igfbp3 may represent an approach to enhance cardiomyocyte survival during reperfusion, for example through supplementation with IGF-1 and activation of downstream PI3K–Akt signaling, or augmenting IGFBP3 availability in the perfusate [64]. Conversely, the negative association of Galnt10 with coronary flow suggests that targeting mucin-type O-glycosylation pathways represents another strategy to influence myocardial stress responses during organ preservation, for instance by pharmacological inhibition of polypeptide N-acetylgalactosaminyltransferase activity during *ex-situ* heart perfusion [65, 66]. Although the function of Fam78b remains largely unexplored, its consistent association with improved recovery in our dataset indicates that further investigation of the corresponding protein may help identify additional targets to enhance myocardial resilience to DCD-induced IRI.

Some significantly differentially expressed genes showed only small log2-fold changes, despite stable expression across treatment groups and sexes. This may partly reflect the short time frame of our protocol, which from baseline to end reperfusion lasted at most approximately 2 h. 

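Of the DEGs between females and males at ER-22, 197 (73.8%) had an absolute log2 fold change between 0.2 and 0.5, and 70 exceeded 0.5. Their median absolute log2 fold change was 0.30, and the median standard error over all genes tested was 0.10. With no cutoff on the fold change, 295 genes passed the adjusted p-value alone. From BL to ER-22, a cutoff of 0.5 kept 1822 genes in females, 1410 in males and 1570 in OVX. On data simulated with the means of the ER-22 hearts and 200 changed genes, edgeR's test recovered 15.5% of the genes changed by 0.3 on the log2 scale, 61.5% of those changed by 0.5 and 86.0% of those changed by 1. Of the genes changed by 0.3, DESeq2's Wald test recovered 29.5%, with 14 wrong calls against 1 with edgeR.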

By selecting a relatively low log2- fold-change cutoff of 0.2, instead of the more commonly used threshold of 0.5, we aimed to avoid excluding biologically meaningful, but subtle, transcriptional changes that are common in RNA-seq datasets, particularly for regulatory or pathway effects [33]. Importantly, it has been reported that even small log2-fold changes can represent biologically meaningful differences in gene expression when supported by strong statistical significance, emphasizing that strict fold-change cutoffs may overlook relevant transcriptional changes [67, 68]. We note that statistical power in RNA-seq experiments is constrained by sample size and biological variability, which limits the reliable detection of very small expression differences. Although using a relatively low log2-fold change instead of a higher threshold increases sensitivity to subtle but potentially meaningful effects, it also raises the risk of false positives when testing thousands of genes simultaneously. To mitigate this trade-off, we controlled for multiple testing using FDR correction and focused our interpretation on consistent patterns across genes and pathways rather than isolated marginal signals. In addition, we cross-validated our selection approaches of relevant gene candidates with complementary analysis, including correlations to cardiac recovery and cytokine profiles thereby supporting the relevance of our approach despite the use of a relatively low log2-fold change threshold. Consequently, our conclusions emphasize robust, reproducible trends rather than small changes in individual transcripts.

Although our protocol is clinically relevant, several limitations should be acknowledged. Rat hearts were perfused with an oxygenated modified Krebs–Henseleit buffer rather than blood, which may influence cardiac recovery. Furthermore, only a single duration of functional, warm *in-situ* ischemia of 22 min was investigated, additional ischemic time points would allow a more precise assessment of sex-specific thresholds in ischemic tolerance. Furthermore, one cardioplegic solution (St. Thomas II supplemented with GTN and EPO) was used in this study, thus conclusions regarding the potential impact of alternative cardioplegic solutions such as Del Nido or Celsior on sex differences in cardiac recovery remain limited. As hearts were perfused *ex situ*, the contribution of primary and secondary inflammatory organs to systemic immune responses could not be fully assessed. Our experiments were limited to rat hearts; therefore, studies in larger animal models such as pigs are needed to improve translational relevance. Similarly, future studies assessing sex-specific cardioprotective responses to ischemic postconditioning in the DCD setting hold great potential to positively impact clinical protocols and graft quality.

Of key importance for the interpretation of these data, no functional perturbation experiments were performed to directly test the role of the identified candidate genes and pathways. Therefore, the mechanisms proposed to explain the observed sex differences in cardiac recovery should be viewed with caution. Although direct causal links between the identified transcriptomic differences and the improved recovery observed in female vs. male hearts cannot be established, these findings provide new insights into potential biological differences between sexes and may help guide future studies aimed at clarifying the underlying mechanisms of cardiac graft tolerance to DCD.

Also of particular relevance for this study, both perfusion duration and sampling intervals were relatively short, with the maximum experimental duration of approximately 2 h. This time frame may limit our detection of differentially expressed genes and longer time points may reveal additional changes. The short time frame of our study is connected to the relatively short half-life of many mRNA transcripts, i.e. transcriptional differences observed after 60 min of reperfusion may not exclusively represent de novo transcriptional activation, but could also reflect depletion of pre-existing transcripts or differential mRNA stability, which should be considered when interpreting early transcriptomic responses. However, the short experimental time frame may provide advantages for the identification of rapid transcriptomic changes that could contribute to early graft recovery.

## Conclusions

In conclusion, we report new information about differentially expressed genes in hearts from our established model of DCD in male, female and ovariectomized rats. We provide insights into transcriptomic changes that may help to identify potential mechanisms of DCD graft injury and therapeutic targets for tailored cardiac graft therapies. The use of *ex-situ* heart perfusion in clinical DCD heart transplantation enables new therapeutic opportunities, for example with the application of postconditioning and/or cardioprotective reperfusion strategies, that hold great potential to optimize DCD cardiac graft quality and use. Such targeted interventions could enable precision therapy for both sexes while limiting off-target toxicity, ultimately contributing to the optimization of clinical DCD protocols.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The RNA-sequencing dataset generated and analysed during the current study is available in GenBank at NCBI and can be accessed with GSE317340. All additional data underlying this article will be shared on reasonable request to the corresponding authors. All data collection and animal care were performed and reported in accordance with the ARRIVE guidelines.

## Abbreviations

DCD: Donation after circulatory death
BL: Baseline
CF: Coronary flow
CO: Cardiac output
CSS: Cold static storage
DEG: Differentially expressed gene(s)
DP: Developed pressure
dp/dtmax: Maximum contraction rate
dp/dtmin: Maximum relaxation rate
EI-0: End ischemia timepoint without functional, warm *in-situ* ischemia
EI-22: End ischemia timepoint with 22 min of functional, warm *in-situ* ischemia
ER-0: End reperfusion timepoint without functional, warm *in-situ* ischemia
ER-22: End reperfusion timepoint with 22 min of functional, warm *in-situ* ischemia
F: Females
FWIT: Functional warm ischemic time
GSEA: Gene set enrichment
IGF: Insulin-like growth factor
IRI: Ischemia-reperfusion injury
KEGG: Kyoto encyclopaedia of genes and genomes
LV: Left ventricular
M: Males
MSigDB: The molecular signature database
OVX: Ovariectomized
O2C: Oxygen consumption
PCA: Principal component analysis
PC: Principal component
ROS: Reactive oxygen species
WGCNA: Weighted gene co-expression network analysis
WLST: Withdrawal of life-sustaining therapies

# Supplementary material for: Sex differences in cardiac recovery and ventricular gene expression in a rat model of donation after circulatory death
**Source:** Biol Sex Differ. 2026 May 23;17:136. doi: 10.1186/s13293-026-00915-8
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Sex differences in cardiac recovery and ventricular gene expression in a rat model of donation after circulatory death**

Anja Helmer^1.2.3^, Alexia Clavier^1.2.3^, Maria Arnold^1.2^, Adrian Segiser^1.2^, Heidi E. L. Lischer^4.5^, Selianne Graf^1.2.3^, Mojgan Masoodi^6^, Georgia Beer^1.2.3^, Rahel Ottersberg^1.2.3^, Manuel Egle^1.2.3^, Matthias Siepe^1^, Sarah Longnus^1.2^

Assoc. Prof. Dr. Sarah Longnus

|  | BL | | | EI-0 | | | EI-22 | | | ER-0 | | | ER-22 | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Females | Males | OVX | Females | Males | OVX | Females | Males | OVX | Females | Males | OVX | Females | Males | OVX |
| n | 6 | 7 | 6 | 6 | 8 | 9 | 5 | 7 | 7 | 8 | 6 | 7 | 6 | 7 | 7 |
| BW | 225 [215-258]^p=0.0004 vs. M^ | 380 [370-415] | 280 [249-290] | 237 [220-251]^p=0.0026 vs. M^ | 363 [357-390] | 290 [282-315] | 235 [215-275]^p=0.0037 vs. M^ | 415 [370-420] | 285 [263-300] | 237 [215-258]^p=0.0003 vs. M^ | 420 [368-440] | 278 [275-290] | 215 [202-231]^p<0.0001 vs. M^ | 402 [375-423] | 290 [288-300] |
| HW | 0.90 [0.5-1.2]^p=0.023 vs. M^ | 1.5 [1.4-1.5]^p=0.0122^ | 0.9 [0.9-1.1] | 1.1 [1.0-1.3] | 1.4 [1.3-1.7] | 1.1 [1.1-1.2] | 1.0 [0.9-1.3]^p=0.0059 vs. M^ | 1.8 [1.5-1.8] | 1.2 [1.1-1.3] | 1.0 [1.0-1.1]^p=0.0003 vs. M^ | 1.8 [1.6-2.0] | 1.2 [1.2-1.4] | 1.2 [0.9-1.4]^p=0.0298 vs. M^ | 1.9 [1.7-1.9] | 1.3 [1.2-1.5] |
| BW/HW | 4.43 [2.4-5.4] | 3.8 [3.5-3.9] | 3.9 [3.3-4.1] | 4.9 [4.1-5.1] | 3.7 [3.6-4.4] | 3.8 [3.6-4.2] | 4.3 [4.2-4.8] | 4.3 [4.1-4.3] | 4.3 [3.9-4.9] | 4.4 [4.2-4.8] | 4.5 [4.1-4.7] | 4.3 [4.1-5.1] | 5.6 [4.2-6.2] | 4.5 [4.2-4.9] | 4.8 [4.3-5.0] |
| PSP | - | - | - | 98.3 [85.7-103.8] | 109.6 [96.6-119.3]^p=0.0262 vs. OVX^ | 88.8 [83-8-96.5] | 100.4 [88.7-103.5] | 106.7 [99.9-123.3] | 96.3 [85.9-111.6] | 90.2 [86.0-101.4] | 107.5 [96.1-113.2] | 92.5 [87.9-100.5] | 89.0 [86.7-100.3] | 103.0 [91.3-125.7] | 97.0 [88.2-108.2] |
| MAP | - | - | - | 78.3 [73.6-28.3]^p=0.0312 vs. M^ | 94.6 [87.3-99.4]^p=0.0029 vs. OVX^ | 77.2 [72.6-82.9] | 79.3 [74.5-82.5] | 89.4 [87.1-109.5] | 82.5 [74.6-89.3] | 76.4 [73.1-80.7] | 89.6 [86.3-92.1] | 78.1 [73.3-79.5] | 78.1 [61.6-85.6]^p=0.0130 vs. M^ | 95.4 [90.7-100.3] | 81.3 [76.1-92.8] |
| PP | - | - | - | 31.7 [21.5-38.1] | 23.3 [14.4-36.7] | 26.5 [12.9-36.6] | 40.2 [37.8-45.7] | 27.4 [17.4-36.2] | 33.8 [13.1-38.4] | 28.5 [24.5-42.8] | 31.2 [23.6-38.1] | 33.5 [19.4-36.8] | 23.2 [19.9-29.2] | 20.1 [10.5-46.3] | 28.6 [12.7-37.6] |
| HR | - | - | - | 222.60 [202.8-237.9] | 232.3 [207.0-249.8] | 222.1 [198.1-231.7] | 228.6 [212.2-244.7] | 213.5 [205.7-246.4] | 216.90 [192.40-270.90] | 217.8 [200.8-235.5] | 237.8 [223.8-250.2] | 209.4 [190.5-226.8] | 205.5 [187.5-232.1] | 227.1 [184.5-243.7] | 217.1 [207.3-243.4] |

**Supplementary Table S1: Base characteristics and** ***in situ* hemodynamic measurements represented as median and interquartile range measured at BL:**

statistical analysis was performed by Kruskal-Wallis test and adjusted for multiple comparisons by Dunn’s multiple comparison test; BL, baseline (control timepoint; EI-0, end ischemia 0 timepoint; EI-22, end ischemia 22 timepoint; ER-0, end reperfusion 0 timepoint; ER-22, end reperfusion 22 timepoint; values are presented as median and interquartile range; n= 5-9 per group

**Supplementary Table S2: Top 50 significantly different expressed genes between at ER-22:**

| **Gene symbol** | **log2FoldChange** | **Adjusted p value** | **Comparison** | **Pathway** |
| --- | --- | --- | --- | --- |
| Dpep1 | -0.818410844 | 1.93E-11 | F vs. M | Metabolism |
| Slc7a15 | -0.743882344 | 2.08E-10 | F vs. M | Metabolism |
| Galnt10 | -0.527902863 | 6.21E-10 | F vs. M | Inflammation / Metabolism |
| Fam78b | 0.559684143 | 1.26E-09 | F vs. M | Housekeeping gene |
| Bex3 | 0.424004278 | 4.30E-09 | F vs. M | Inflammation |
| Igfbp3 | 0.606963039 | 2.59E-08 | F vs. M | Growth factor modulating gene |
| Fkrp | 0.257687959 | 1.27E-06 | F vs. M | Protein processing |
| Pacrg | -0.646259417 | 1.56E-06 | F vs. M | Metabolism |
| Cyp11a1 | -0.585422352 | 2.71E-06 | F vs. M | Metabolism |
| Rps5 | 0.255123605 | 2.96E-06 | F vs. M | Ribosomal |
| Pdhx | -0.292282491 | 3.24E-06 | F vs. M | TCA cycle / Mitochondrial gene |
| Fgfrl1 | 0.448567622 | 8.28E-06 | F vs. M | Growth factor modulating gene |
| Ddx3x | 0.463779767 | 8.51E-06 | F vs. M | mRNA integrity-related gene |
| Arhgef7 | -0.248916417 | 1.84E-05 | F vs. M | Cytokine signaling regulator |
| Ptpn3 | -0.365436699 | 2.01E-05 | F vs. M | Cytokine signaling regulator |
| Hspa12a | -0.358504353 | 2.36E-05 | F vs. M | Protein processing |
| Pisd | -0.252836023 | 2.36E-05 | F vs. M | Metabolism |
| Ssr4 | 0.229749477 | 2.36E-05 | F vs. M | Protein processing |
| Cnpy2 | 0.201426638 | 3.65E-05 | F vs. M | Protein processing |
| Cd63 | 0.235066575 | 3.65E-05 | F vs. M | Housekeeping gene |
| Pllp | -0.500081408 | 3.76E-05 | F vs. M | Housekeeping gene |
| Dcun1d2 | -0.260426588 | 4.68E-05 | F vs. M | Protein processing |
| Dnajc7 | -0.225925916 | 5.26E-05 | F vs. M | Protein processing |
| Gpd1 | -0.337860365 | 7.53E-05 | F vs. M | Metabolism |
| Myo1c | -0.222648747 | 8.12E-05 | F vs. M | Housekeeping gene |
| Wdfy4 | -0.555029842 | 8.12E-05 | F vs. M | Inflammation |
| Rpl27al7 | 0.367753013 | 9.74E-05 | F vs. M | Ribosomal |
| Yipf2 | 0.29539669 | 0.000100739 | F vs. M | Protein processing |
| Perp | 0.365126397 | 0.000134278 | F vs. M | Cytokine signaling regulator |
| Ccni | 0.273309178 | 0.000149837 | F vs. M | Housekeeping gene |
| Acmsd | -0.542357211 | 0.000149837 | F vs. M | Metabolism |
| Lepr | 0.511130278 | 0.000149837 | F vs. M | Growth factor modulating gene |
| Wsb2 | -0.29885992 | 0.000171405 | F vs. M | Cytokine signaling regulator |
| Nop53 | 0.270342616 | 0.000171405 | F vs. M | mRNA integrity-related gene |
| Kcnc3 | -0.48827747 | 0.000171405 | F vs. M | Ion channel/ Solute carrier-related gene |
| Acads | -0.346057912 | 0.000171581 | F vs. M | Metabolism |
| Tmem127 | -0.22429057 | 0.000171581 | F vs. M | Housekeeping gene |
| Myo16 | -0.52741481 | 0.000177522 | F vs. M | Housekeeping gene |
| Xbp1 | 0.375536863 | 0.000177853 | F vs. M | Protein processing |
| Tpcn1 | -0.247915527 | 0.000177853 | F vs. M | Ion channel/ Solute carrier-related gene |
| Ckmt2 | -0.207795285 | 0.000194713 | F vs. M | TCA cycle / Mitochondrial gene |
| Fam20b | -0.209863257 | 0.000219837 | F vs. M | Protein processing |
| Dlst | -0.212318926 | 0.000233933 | F vs. M | TCA cycle / Mitochondrial gene |
| Gria4 | 0.516293876 | 0.000258586 | F vs. M | Ion channel/ Solute carrier-related gene |
| Mecr | -0.229536012 | 0.000258586 | F vs. M | TCA cycle / Mitochondrial gene |
| Rpl7a | 0.220645867 | 0.000273548 | F vs. M | Ribosomal |

| **Gene symbol** | **log2FoldChange** | **Adjusted p value** | **Comparison** | **Pathway** |
| --- | --- | --- | --- | --- |
| Fam210b | -0.266502191 | 0.000306938 | F vs. M | TCA cycle/ Mitochondrial gene |
| Osgep | 0.335677386 | 0.000306938 | F vs. M | mRNA integrity-related gene |
| Clec16a | -0.253729373 | 0.000306938 | F vs. M | Inflammation |
| Pmm2 | -0.271898895 | 0.000313095 | F vs. M | Metabolism |
| Acmsd | -0.5867148 | 0.000603605 | F vs. OVX | Metabolism |
| Fam78b | 0.387373297 | 0.005079134 | F vs. OVX | Housekeeping gene |
| Ccdc137 | 0.374881562 | 0.01994196 | F vs. OVX | Housekeeping gene |
| Igfbp3 | 0.412580997 | 0.01994196 | F vs. OVX | Growth factor modulating gene |
| Mrpl33 | 0.238726669 | 0.034812756 | F vs. OVX | TCA cycle/ Mitochondrial gene |
| Gaa | -0.246597588 | 0.034812756 | F vs. OVX | Metabolism |
| Galnt10 | -0.30674579 | 0.047508924 | F vs. OVX | Inflammation |
| Socs2 | 0.296797544 | 0.049905161 | F vs. OVX | Cytokine signaling regulator |
| Rps5 | 0.278492646 | 0.049905161 | F vs. OVX | Ribosomal |
| FDR < 0.05; log2-fold change <-0.2 or >0.2; statistical significance was assessed using Student's t-test and adjusted for multiple testing n by Benjamini-Hochberg correction; X and Y chromosomal genes were excluded; ER-22, end reperfusion 22 timepoint; F, females; M, males; OVX, ovariectomized; n = 6-7 per group | | | | |
|  |  |  |  |  |
|  |  |  |  |  |

**Supplementary Table S3: List of potentially interesting genes based on correlation on interactome analysis:**

| **Gene symbol** | **Timepoint** | **Sex difference** | **Correlation/Interactome relationship** | **Pathway** |  |
| --- | --- | --- | --- | --- | --- |
| Srsf5 | BL | F vs. M and OVX | LV power | mRNA integrity-related gene |  |
| Nrep | BL | F vs. M and OVX | CF. HR. LV power. O2C | Housekeeping gene |  |
| Dnaja1 | BL | F vs. M and OVX | O2C | Protein processing |  |
| Dynll1 | BL | F vs. M and OVX | O2C | Housekeeping gene |  |
| Stip1 | BL | F vs. M and OVX | O2C | Protein processing |  |
| Hspa8 | BL | F vs. M and OVX | dp/dtmax. dp/dtmin. O2C. HR | Protein processing |  |
| Hsph1 | BL | F vs. M and OVX | O2C | Protein processing |  |
| Mgp | BL | F vs. M and OVX | CO. LV power | Metabolism |  |
| Pdlim3 | BL | F vs. M and OVX | CF. O2C. HR | Housekeeping gene |  |
| Rpl37a | BL | F vs. M and OVX | CO. LV power | Ribosomal |  |
| Rps29-ps15 | BL | F vs. M and OVX | CO. LV Power | Ribosomal |  |
| Cyp11a1 | EI-0 | F vs. M and OVX | CF | Metabolism |  |
| Slc7a15 | EI-0 | F vs. M and OVX | CF | Metabolism / Ion channel/ solute-carrier related gene |  |
| Slc6a8 | EI-0 | F vs. M and OVX | DP. dp/dtmax. HR | Ion channel/solute carrier- related gene |  |
| C1h9orf40 | EI-0 | F vs. M and OVX | CO | Housekeeping gene |  |
| Kctd8 | EI-0 | F vs. M and OVX | CF. O2C | Ion channel/solute carrier- related gene |  |
| Papss2 | ER-0 | F vs. M and OVX | CO. LV Power | Metabolism |  |
| Cryl1 | ER-0 | F vs. M and OVX | dp/dtmax | TCA/ mitochondrial gene |  |
| Dcn | ER-0 | F vs. M and OVX | CF. CO. LV power | Housekeeping gene |  |
| Serping1 | ER-0 | F vs. M and OVX | CF. CO. LV power | Inflammation |  |
| Ints8 | ER-0 | F vs. M and OVX | CF | mRNA integrity-related gene |  |
| **Gene symbol** | **Timepoint** | **Sex difference** | **Correlation/Interactome relationship** | **Pathway** |  |
| Gata5 | ER-0 | F vs. M and OVX | CF | Inflammation |  |
| Fam78b | ER-0 and ER-22 | F vs. M and OVX | DP. dp/dtmax. Triple product | Housekeeping gene |  |
| Igfbp3 | ER-22 | F vs. M and OVX | Triple product | Growth factor modulating gene |  |
| Galnt10 | ER-22 | F vs. M and OVX | CF | Inflammation / Metabolism |  |
| Ptar1 | BL | F vs. M | Interactome: BL vs ER-22 | Protein processing |  |
| Med14 | BL | F vs. M | Interactome: BL vs ER-22 | Housekeeping gene |  |
| Zkscan8 | BL | F vs. M | Interactome: BL vs ER-22 | Housekeeping gene |  |
| - | BL | F vs. M | Interactome: BL vs ER-22 | - |  |
| F, females; M, males; OVX, ovariectomized; BL, baseline (control timepoint); EI-0, end ischemia 0 timepoint; ER-0, end reperfusion 0 timepoint; ER-22, end reperfusion 22 timepoint; CF, coronary flow; CO, cardiac output; DP, developed pressure; LV power, left ventricular power; LV Work, left ventricular work; dp/dtmax, maximum contraction rate; dp/dtmin, minimum contraction rate; O2C, oxygen consumption; n = 6-9 per group | | | | |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |

**Supplementary Table S4: List of gene expression comparison between sexes at each timepoint with a log2-fold change <-0.5 or >0.5:**

F, females; M, males; OVX, ovariectomized; BL, baseline (control timepoint); EI-0, end ischemia 0 timepoint; ER-0, end reperfusion 0 timepoint; ER-22, end reperfusion 22 timepoint; *, significantly differentially expressed in females compared to males; !, significantly differentially expressed in females compared to OVX; $, significantly differentially expressed in males compared to OVX = 5-9 per group

Supplementary figures:

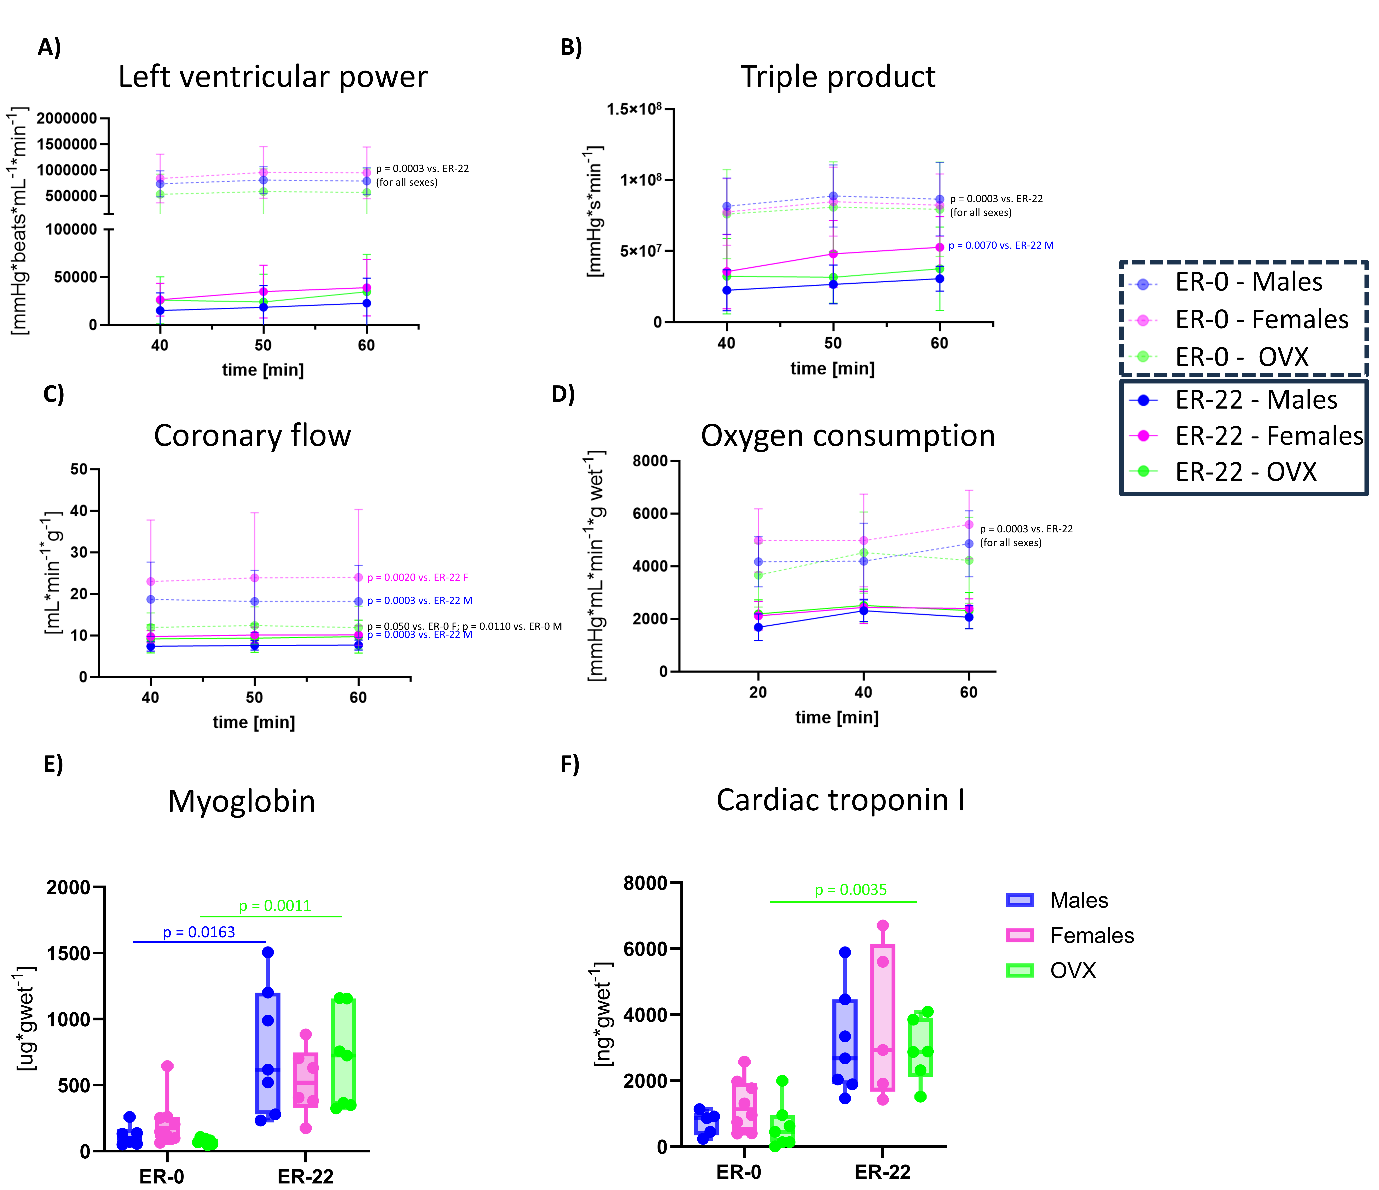

**Supplementary Figure S1: Left ventricular cardiac recovery and release of myocardial cell death markers myoglobin and cardiac troponin I during reperfusion:** Cardiac recovery measurements during loaded reperfusion. A) Left ventricular power (heart rate*developed pressure*cardiac output). B) Triple products. C) Coronary flow normalized by heart weight. D) Oxygen consumption normalized by heart weight. E) Myoglobin in recirculating perfusate after 60 minutes of reperfusion in timepoints ER-0 and ER-22 in females. males and OVX rats. F) Cardiac troponin I in recirculating perfusate after 60 minutes of reperfusion in timepoints ER-0 and ER-22 in females, males and OVX rats; ER-0, end reperfusion 0 timepoint; ER-22, end reperfusion 22 timepoint; OVX, ovariectomized; statistical analysis of cardiac recovery was performed by linear regression analysis and adjusted for multiple comparisons by the modified, sequential, rejective Bonferroni procedure; values are presented as means ±SD;  statistical analysis of cell death markers was performed by Kruskal-Wallis test followed by Dunn’s multiple comparison test; values are presented as median with interquartile range; n = 6-8 per group

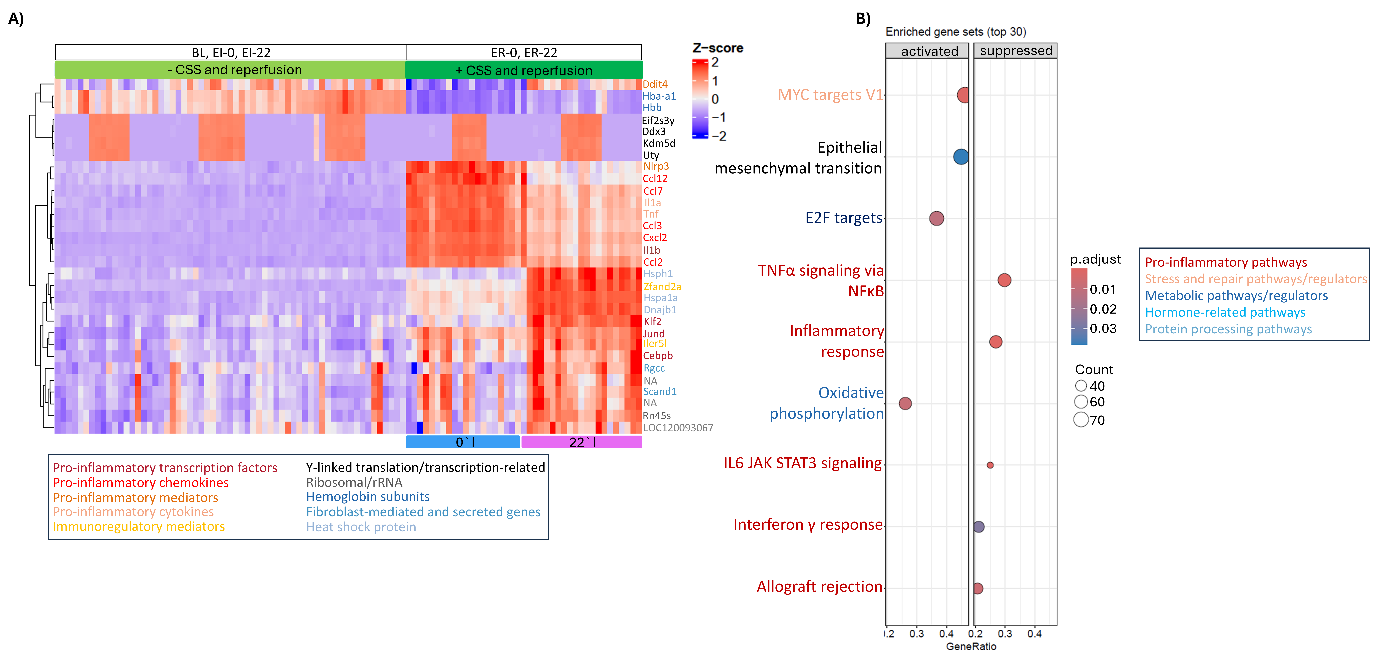

**Supplementary Figure S2: Bulk RNA Sequencing data overview.** A) Heat map representing the top 30 differentially expressed genes of PC2. B) Gene set enrichment analysis of differentially expressed genes in PC2; genes and pathways are colour coded according to cellular process; BL, baseline (control timepoint); EI-0, end ischemia 0 timepoint; EI-22, end ischemia 22 timepoint; ER-0, end reperfusion 0 timepoint; ER-22, end reperfusion 22 timepoint; CSS, cold static storage; GSEA, gene set enrichment analysis; MSigDB, The Molecular Signature Database; n= 19-23 per timepoint

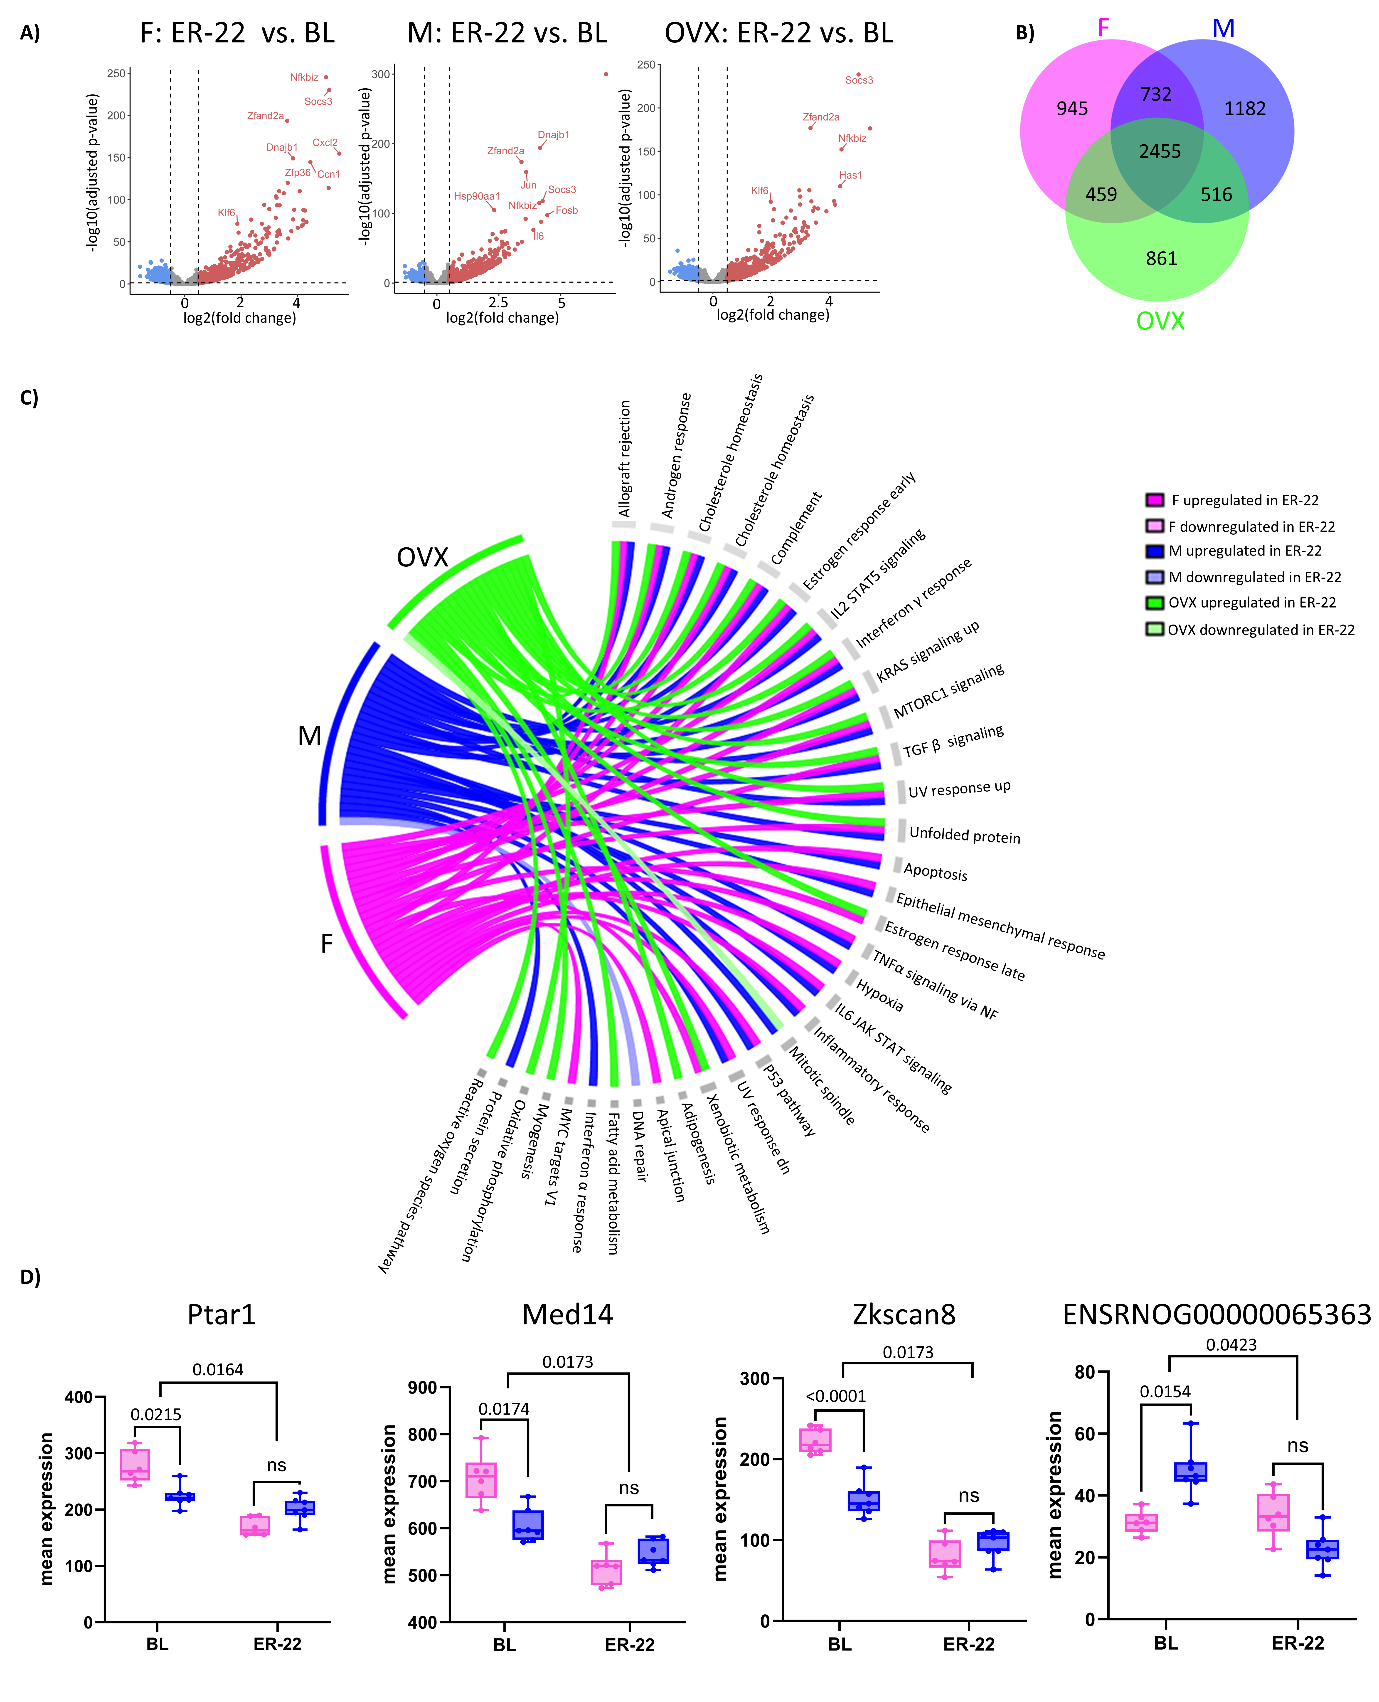

**Supplementary Figure S3: Comparison of differential gene expression between ER-22 and BL:** A) Volcano plots of differentially expressed genes between ER-22 and BL for females. males and OVX (FDR <0.05; log 2-fold change > 0.5 or < -0.5). B) Venn diagram of differentially expressed genes (all genes are represented as up-regulated) between ER-22 and BL of all three sexes. C) GSEA chord plot of all MSigDB pathways significantly differentially expressed between ER-22 and BL timepoint D) Genes differentially expressed based on interactome analysis between ER-22 and BL; Statistical significance was assessed using Student's t-test and adjusted for multiple testing by Benjamini-Hochberg correction; BL, baseline; ER-22, end reperfusion 22 timepoint; GSEA, gene set enrichment analysis; MSigDB, The Molecular Signature Database; F, females; M, males; OVX, ovariectomized; FDR, false discovery rate; n= 19-20 per timepoint (panel A); n= 6-7 per group (panels B-D)

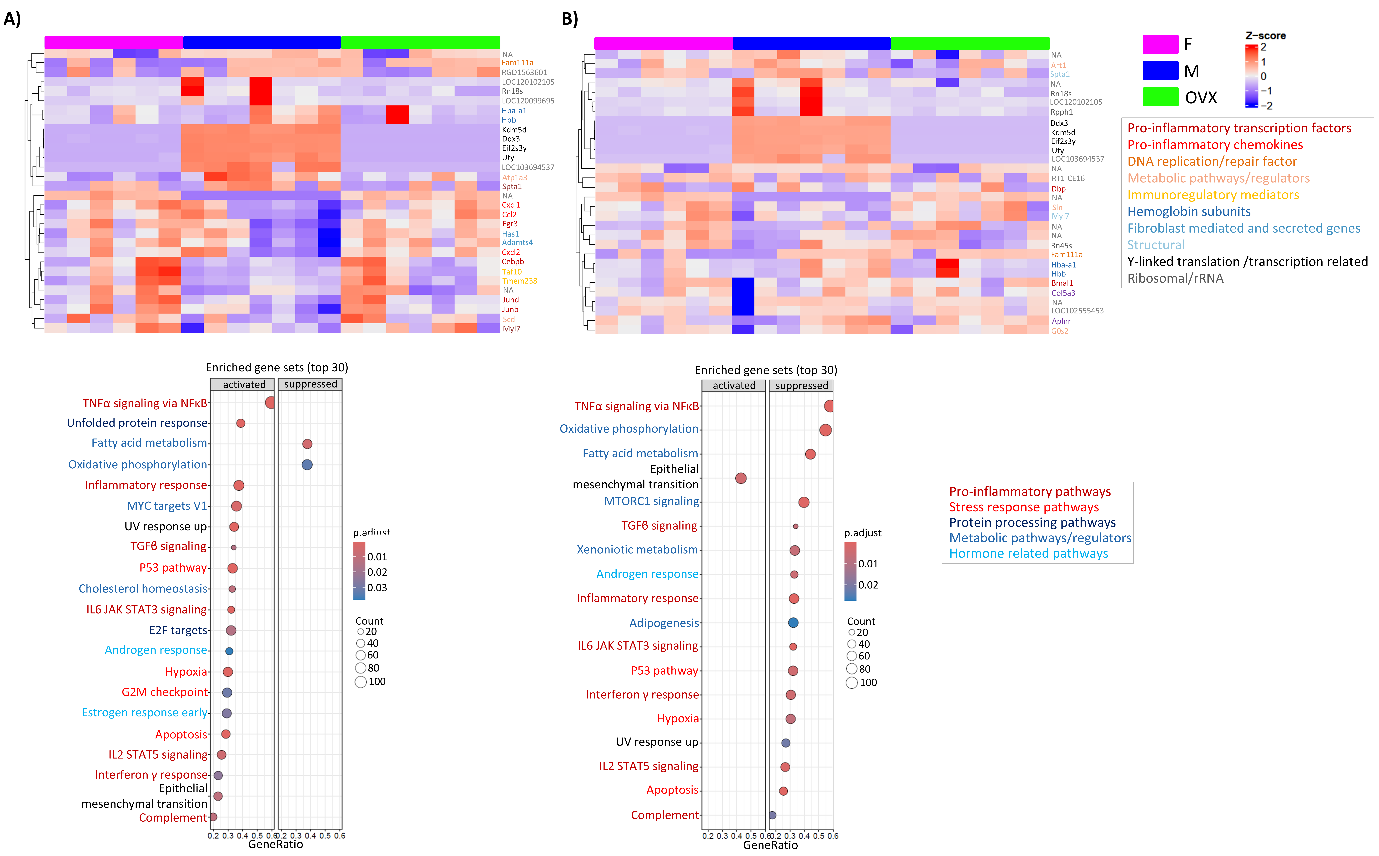

**Supplementary Figure S4: Sex differences at ER-22: Sex differences after simulated DCD. CSS and reperfusion:** A) Heat map representing the top 30 differentially expressed genes of PC1 and GSEA (MSigDB) of PC2. B) Heat map representing the top 30 differentially expressed genes of PC2 and GSEA (MSigDB) of PC2; genes and pathways are colour coded according to cellular process; ER-22, end reperfusion 22 timepoint; F, females; M, males; OVX, ovariectomized; CSS, cold static storage; DCD; donation after circulatory death; GSEA, gene set enrichment analysis; MSigDB, The Molecular Signature Database; n= 6-7 per group

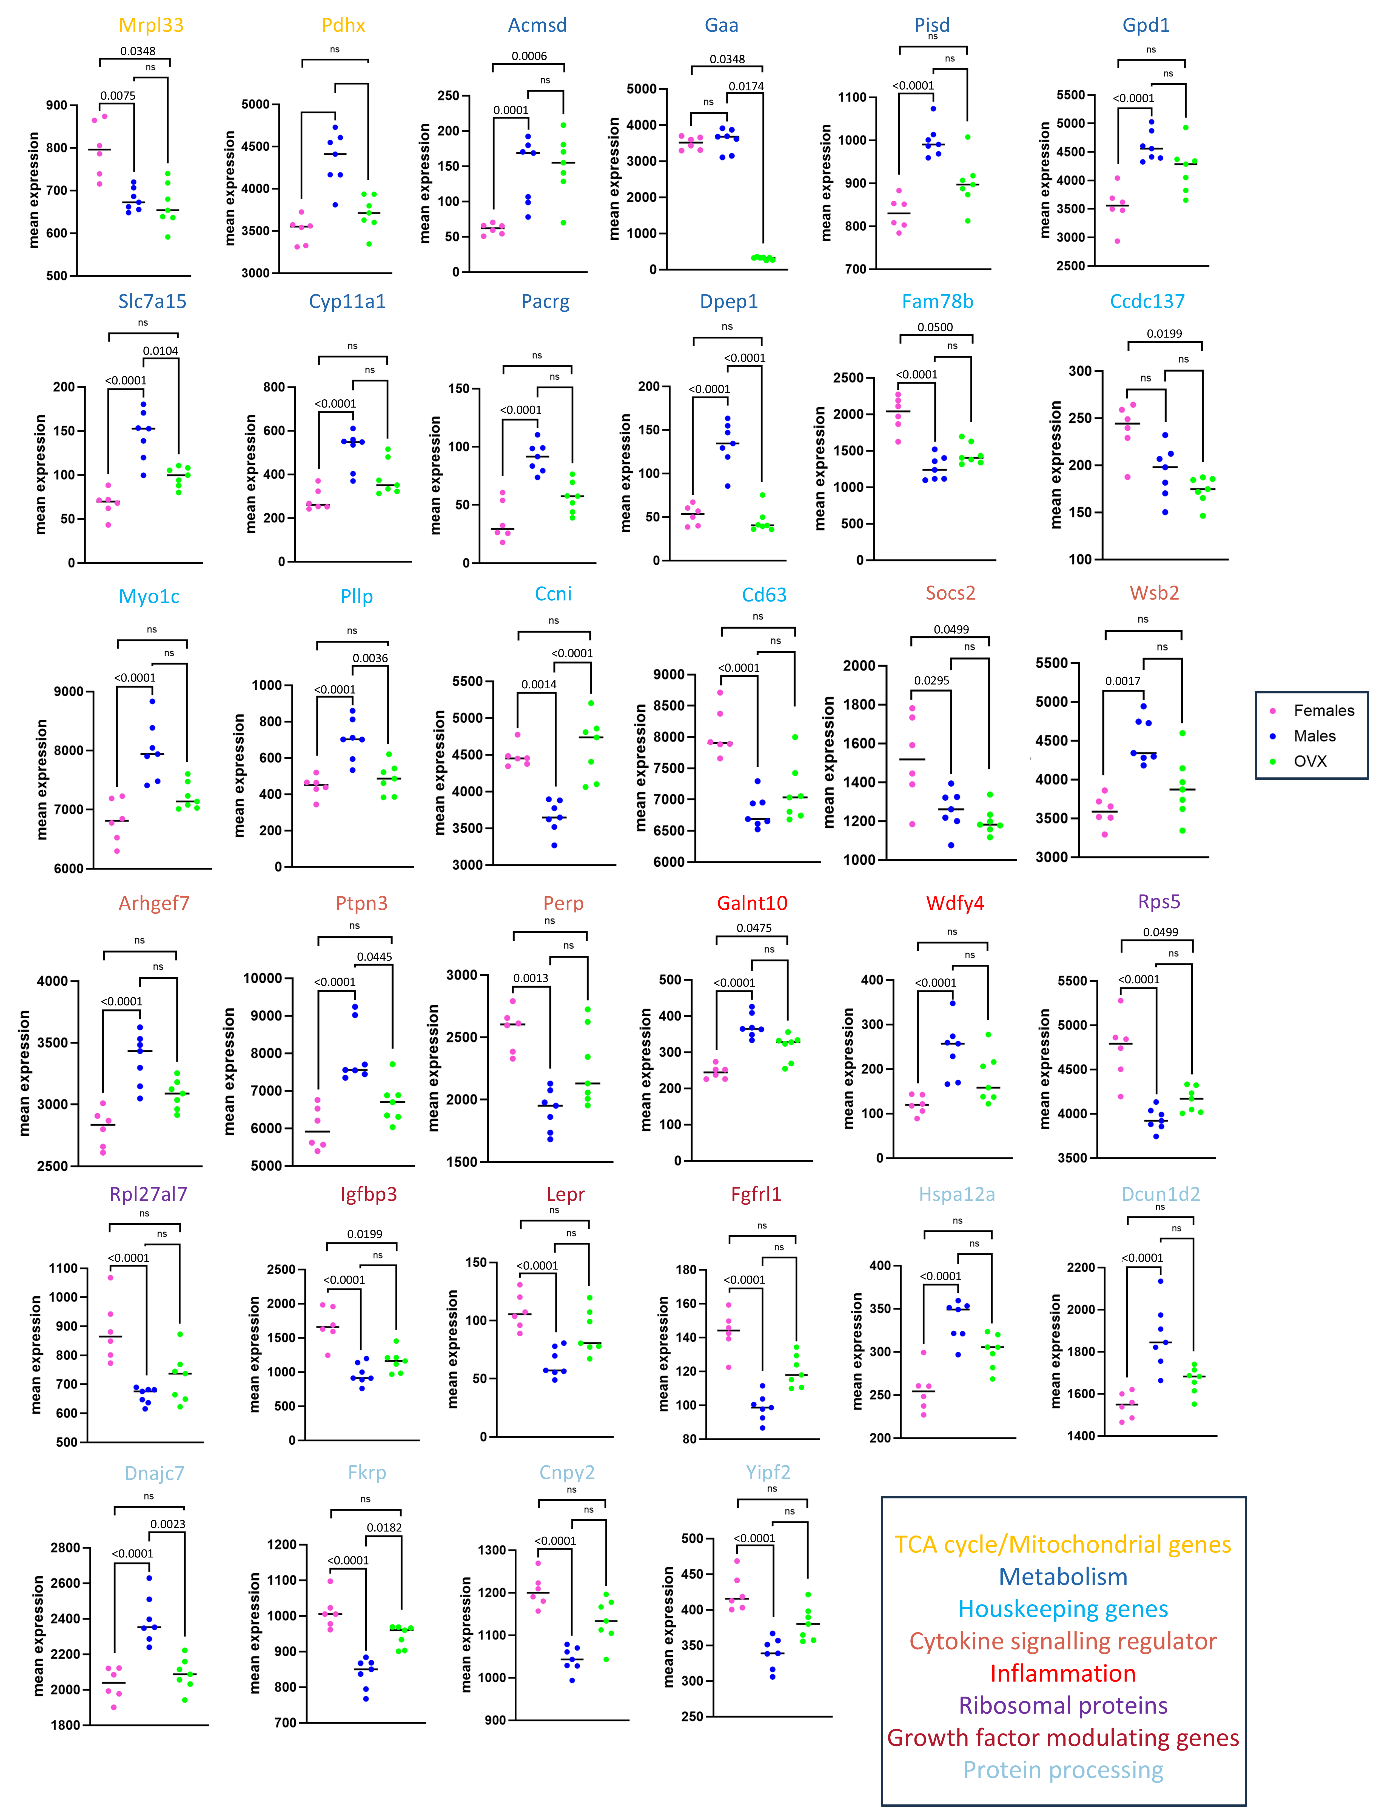

**Supplementary Figure S5: Sex differences at ER-22: Sex differences after simulated DCD. CSS and reperfusion:** Normal expression values of top 30 differentially expressed genes (FDR < 0.05; log2-fold change <-0.2 or >0.2 ); Genes and pathways are colour coded according to cellular process; Statistical significance was assessed using Student's t-test and adjusted for multiple testing by Benjamini-Hochberg correction; ER-22, end reperfusion 22 timepoint; F, females; M, males; OVX, ovariectomized; CSS, cold static storage; DCD; donation after circulatory death; Values are depicted as individual values with mean indicated; n= 6-7 per group

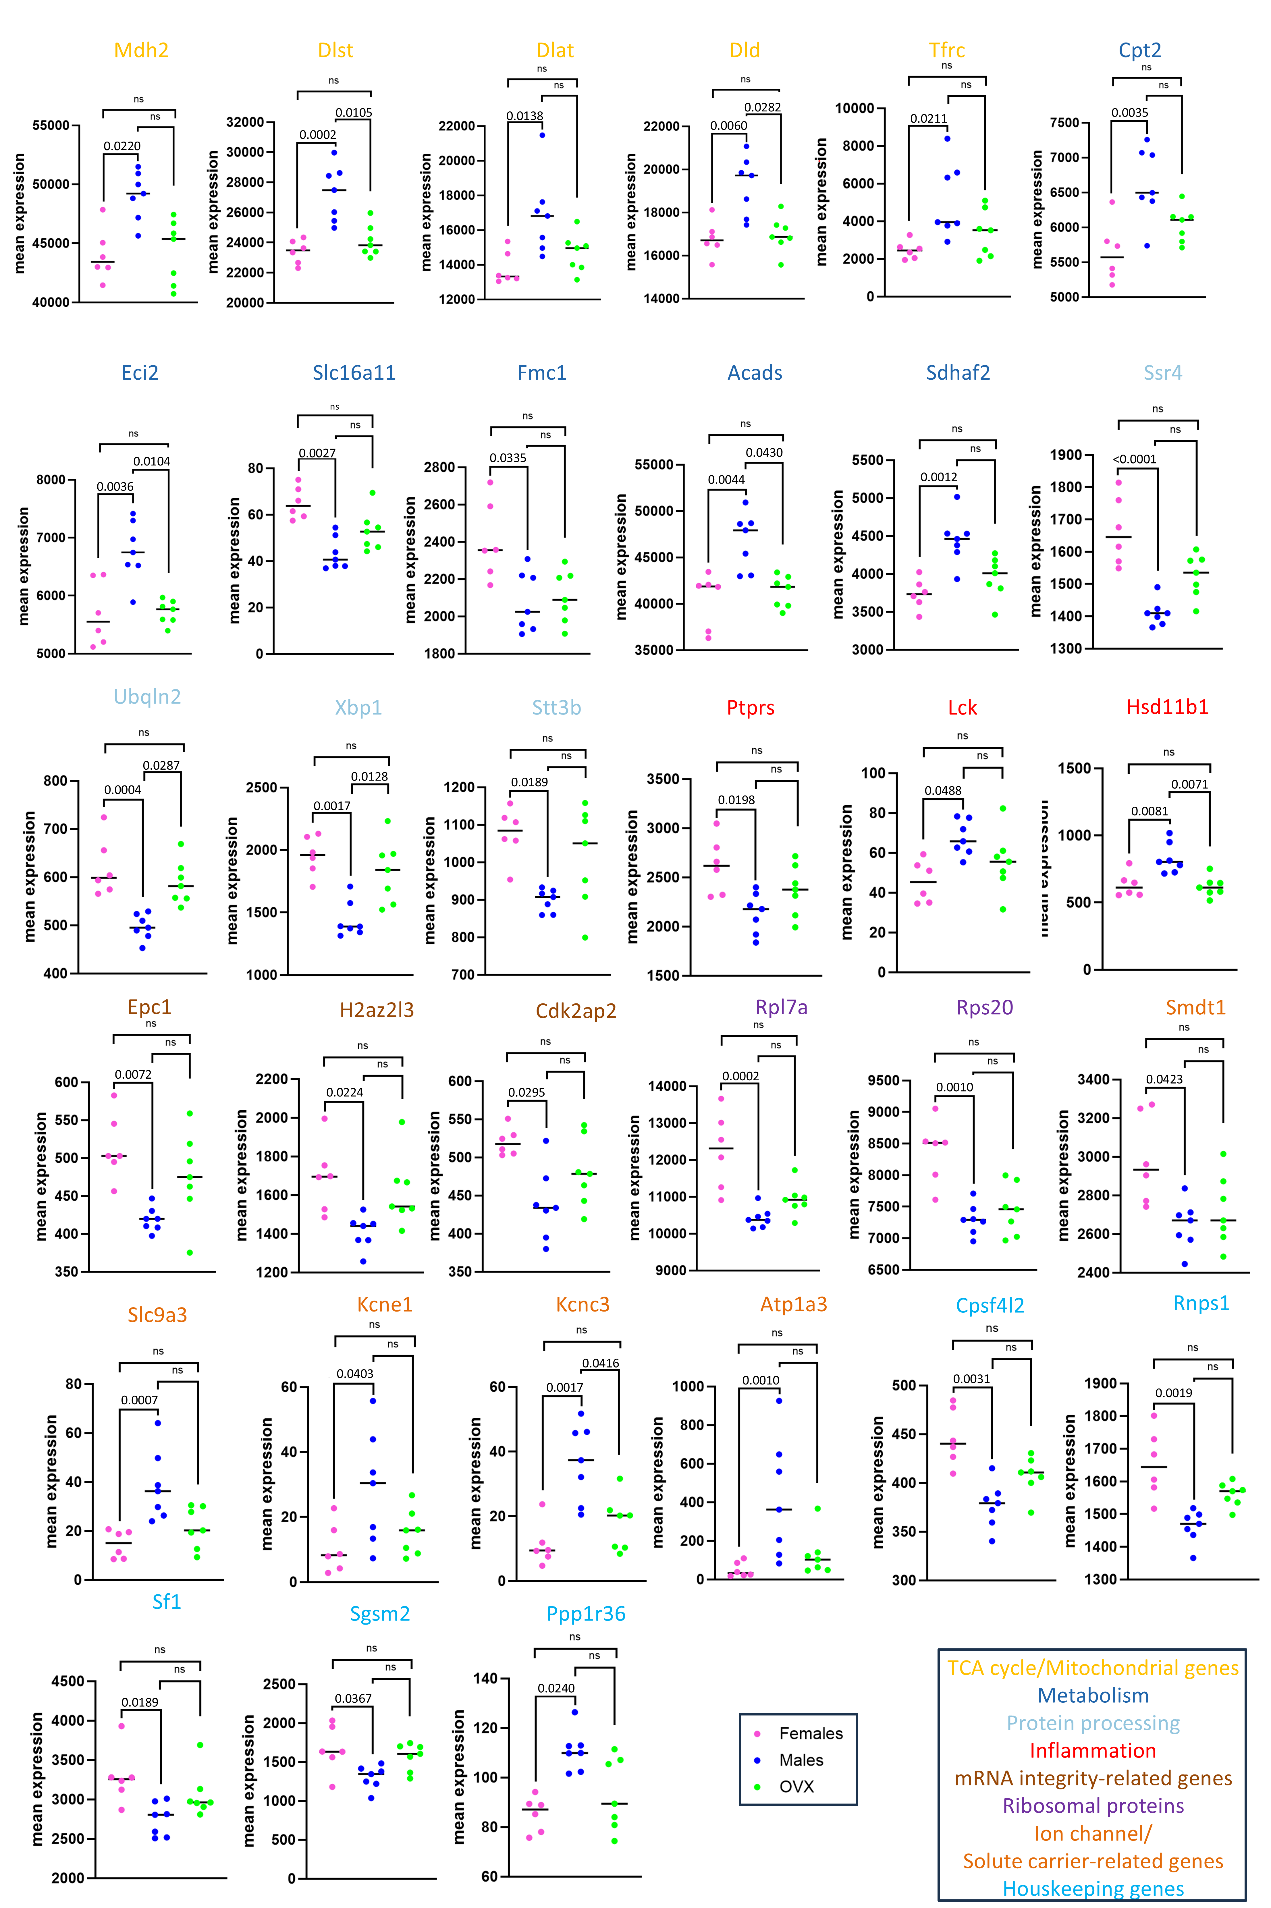

**Supplementary Figure S6: Sex differences at ER-22: Sex differences after simulated DCD. CSS and reperfusion:** Normal expression values of significantly differentially expressed genes between females and males after DCD induced IRI (FDR < 0.05; log2-fold change <-0.2 or >0.2 ); Genes and pathways are colour coded according to cellular process; Statistical significance was assessed using Student's t-test and adjusted for multiple testing by Benjamini-Hochberg correction; ER-22, end reperfusion 22 timepoint; F, females; M, males; OVX, ovariectomized; CSS, cold static storage; DCD, donation after circulatory death; Values are depicted as individual values with mean indicated; n= 6-7 per group

How the deposited data were processed for this re-analysis (not part of the article)

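Left ventricular messenger RNA of 102 rat hearts was sequenced, 1 library per heart, in 15 groups given by 3 sex groups and 5 timepoints. The authors deposited 1 table of read counts per gene, with whole numbers that were not normalized, for 30562 genes listed by Ensembl rat gene identifier. The libraries were stranded and paired-end, and the counts are those of single libraries, not pooled. The text of the paper does not name the aligner, the counting tool, the genome build or the annotation that gave the counts. Each column was assigned to a heart by the library name in the sample labels. The table holds 1 further library column that no sample label names, and it was not used.

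Total counts per heart lay between 25138148 and 69344442 with a median of 38819604. A share of 3 counts in the smallest library, 1.19e-05% of its total, was taken as the floor. Hearts of the same group were checked for duplicated columns. Over 7215 well-counted genes the lowest chi-squared per gene between any pair was 20.7, where a second sequencing of the same library gives about 1, so no pair was a repeat of the same library.

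Analyses were run with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9. Differential expression was tested with edgeR's quasi-likelihood test on the deposited counts, with TMM normalization and filterByExpr. Comparisons between sex groups used the hearts of one timepoint, with 3 group means. Comparisons of ER-22 with BL and the interaction used the hearts of both timepoints with a mean for each sex group and timepoint. The comparison of ER-22 with ER-0 used the hearts of those timepoints, and the comparison of reperfused with other hearts used all 102. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 0.2. CPM values are edgeR's counts scaled to the TMM-adjusted library size. Principal components were computed from DESeq2's variance-stabilized counts after the 10% of genes with the lowest variance were left out, as the paper's methods state for PCA, while the legend of Fig. 4 names the regularized log for the separate timepoints. Distances between groups on components were tested by exact permutation within a timepoint, and by 100000 resamples for all hearts.

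The comparison of 2 groups by edgeR's and DESeq2's tests was checked on simulated data with 200 changed genes and the means of the ER-22 hearts. An exact permutation test of single values gave the smallest possible p-value in 20 of 20 simulated separations. Those groups were set far apart, so this outcome was nearly fixed in advance. The distance on 2 components was not simulated. The other tests were not checked on simulated data. The rule for the genes named was to give each gene the paper names and the genes with the lowest adjusted p-value in each direction. The files do not pair identifiers with symbols and the gene table used, which names the assembly GRCr8, matched 0 of them, so only the gene that the paper gives by identifier and the leading pair in each direction at ER-22 are named. For the same reason the planned gene families, the clock-gene covariate, the fits without X and Y genes and the check of named sex-linked genes were not run. The check of labels used in their place male-only genes. Outside EI-22, each labelled male exceeded each other heart in these by at least 1 on the log2 scale. Genes that are on or off were found without labels, by a gap of at least 1 on the log2 scale and at least 4 hearts on either side. The transcript missing in some F and OVX hearts was taken from these by its association with the labels. Recovery of function, cytokines, co-expression networks and gene set enrichment are not analysed here.

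The alternatives were DESeq2's Wald test, no filter on low counts, all 102 hearts in the fit, the replicate number as a block, the library number as a covariate, no libraries with a suffix in their name, other cutoffs on the fold change, shrunken fold changes, leaving out single hearts and other inputs to the components. Replicate numbers come from the sample labels, and hearts with the same number in different groups are different animals.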

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

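Among the tests in this part, the comparisons of male-only transcripts with the male level and the range of levels used to look for a mixed heart were chosen after the result was seen. A heart was taken up here when its distance to the nearest other heart of its group, relative to the range of the group, exceeded Dixon's critical value. This was looked for in 121 combinations of a group and a measure, and 16 had such a heart, where chance gives about 1 in 20, or 6.05.

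The library labelled EI-22 F replicate 3 held 21.0 CPM of the 4 male-only transcripts, while the other EI-22 females held 0. This is 18.4% of the median EI-22 male, so the library is not that of one of the males with exchanged labels. Whether RNA of a male was mixed in was tested with 29 genes that are either on or off in a heart and are unrelated to sex. In this heart 1 of them lay between 10% and 50% of the step, and the median of the other hearts was also 1 (highest 6). At 11 of these genes the heart was off, with at most 2.94% of the step, and 0 of the 35 male hearts were off at all 11. The test therefore goes against a mixture with one of these 35 hearts at about 18.4%, and the near absence of the transcript described next goes against RNA of any male mixed at that level into a female heart like the others. For the male-only transcripts no biological explanation was tested, since the design gives none. Directions that rest on the EI-22 females include this library.

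In the same library and in the libraries labelled BL F replicate 1 and BL OVX replicate 4, the transcript ENSRNOG00000065796 was missing. These hearts had 1, 0 and 0 counts of it, where the other 64 F and OVX hearts had at least 1.10 CPM. The 3 hearts also stood apart for ENSRNOG00000060793, with 75.1 CPM in the library labelled EI-22 F replicate 3 (others of the group 125 to 139), 81.2 CPM in the library labelled BL F replicate 1 (others 126 to 140) and 79.2 CPM in the library labelled BL OVX replicate 4 (others 123 to 138), close to the 79.7 CPM of BL males. The counts go against depth as an explanation, because the lowest count of the missing transcript expected at their depth was 69.1. The male-only transcripts were at 0% of the male level in the 2 BL hearts. These genes were chosen as low in every heart labelled F or OVX outside EI-22. Their low level in the 2 BL hearts followed from that choice and does not test for exchanged labels. Other genes that are higher in females than in males at the other timepoints were then used to place the hearts between the male level (0) and the female level (1). The median level was 0.334 in the library labelled BL F replicate 1 and 0.421 in that labelled BL OVX replicate 4 over 8 genes, and 0.251 in that labelled EI-22 F replicate 3 over 10 genes. The lowest other F or OVX heart was at 0.964 and 0.768, and the highest male at 0.0112 and 0.0636. These levels go against a variant of the missing transcript alone, a reading of them that was set after they had been seen. Of the single genes, 5 of 8 lay below every other F or OVX heart and 3 of 8 within the range of the males in each of the 2 BL hearts, and 6 and 7 of 10 did in the library labelled EI-22 F replicate 3. By their median levels the hearts lay above the males. The library labelled EI-22 F replicate 3 also held 21.0 CPM of the male-only transcripts, which a single X chromosome alone would leave unexplained. In the 2 BL hearts the pattern cannot be told apart from that of a heart with a single X chromosome whose other genes differ in part. The chromosomes of these genes are not known here. In the 2 BL libraries, 0 counts of both the male-only transcripts and the missing transcript go against a mixture with RNA of male hearts or of F or OVX hearts like the others.

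On the components, 5 hearts stood apart from their group. On the components of their own timepoint these were BL M replicate 3 (PC1 score -16.7, others -0.793 to 8.34), ER-0 OVX replicate 7 (PC1 score -8.65, others 3.84 to 10.2) and EI-0 OVX replicate 9 (PC2 score -20.6, others -6.46 to 4.51). On the components of all hearts these were BL OVX replicate 6, with a PC1 score of -10.7 (others -19.8 to -16.9) and a PC2 score of -12.8 (others 0.723 to 4.04), and EI-22 F replicate 4, with a PC2 score of -14.0 (others -3.25 to -0.542). The rule looks for single hearts and passes over hearts that lie apart together. EI-22 OVX replicates 2 and 3 did so on PC1 of their timepoint, at -19.7 and -21.1 (others -4.61 to 0.896). Of the 5 hearts, 2 had the lowest or highest total count of their group and 1 had the lowest or highest share of counts on the 10 most counted genes, where chance gives 1.53 for either measure. Transcripts of the other sex were found in 0 of them. The last count goes against exchanged labels between sexes by the level of ENSRNOG00000065796. Outside EI-22, the level of the male-only transcripts was fixed by the choice of genes and adds nothing to this. The other counts lie near those of chance in only 5 hearts, so they neither show nor exclude depth or a few dominant genes as an explanation. Depth stays open for BL OVX replicate 6, with the lowest total of its group (32228540), and EI-22 F replicate 4, with the highest of its group (51703393). Differences in library preparation or tissue composition were not tested, and no biological explanation was tested.

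The remaining hearts were given no test of their own. BL M replicate 3 held 69.3 CPM of ENSRNOG00000060793 (others 77.7 to 84.0). ENSRNOG00000065363 stood at 1.20 CPM in EI-0 M replicate 4 (others 0.580 to 0.815) and at 1.00 CPM in ER-0 OVX replicate 3 (others 0.589 to 0.746). The transcript missing in the 3 hearts above was highest in EI-22 OVX replicate 2, at 4.13 CPM (others 1.28 to 2.12), and in ER-22 F replicate 3, at 5.69 CPM (others 3.05 to 3.44). In BL F replicate 3, 36.6% of counts fell on the 10 most counted genes (others 31.8% to 33.4%).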

How the results depend on the processing

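Except where a fit is said to be chosen after seeing the data, the alternatives were set before the data were examined, and the results without the hearts with doubtful labels at BL were chosen after those hearts had been seen, as were the cutoffs for ER-22 against ER-0 and for reperfused against other hearts after their values. The cause of each change below was not tested. The balance of higher and lower genes turned in 10 of the counts of DEGs, given below. The counts of changes from BL to ER-22, of ER-22 against ER-0 and of reperfused against other hearts stayed within 1.5 times their value under every alternative run on them except other cutoffs on the log2 fold change. Without a cutoff, 5090 genes passed for ER-22 against ER-0 and 9608 for reperfused against other hearts, and a cutoff of 0.5 left 679 and 1581.

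DESeq2's Wald test on the same hearts gave more DEGs. For females against males, females against OVX and males against OVX it gave 558, 63 and 327 at BL, 115 for females against OVX at EI-0, 159, 23 and 815 at EI-22, 317, 81 and 145 at ER-0, and 522, 8 and 113 at ER-22. It called 5 genes both against males and against OVX at ER-22 and 7 interaction genes. With fold changes shrunk by DESeq2's normal prior, ER-22 gave 423 DEGs between females and males and 7 between females and OVX, with 5 in both.

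With all 102 hearts in the edgeR fit, there were 67 DEGs between females and OVX and 312 between males and OVX at BL, 14 between females and OVX at EI-0, 96, 17 and 725 in the 3 comparisons at EI-22, 421, 58 and 155 at ER-0, and 409 between females and males and 56 between males and OVX at ER-22, with 7 interaction genes. With DESeq2 on all 102 hearts, chosen after seeing the data, there were 91 and 372 in the same comparisons at BL, 25 between females and OVX at EI-0, 122, 27 and 790 at EI-22, 491, 185 and 199 at ER-0, 438, 1 and 76 at ER-22, 1 gene in both comparisons of females at ER-22, and 15 interaction genes. With DESeq2 on only the groups compared, also chosen after seeing the data, there were 592, 70 and 369 at BL, 153 between females and OVX and 767 between males and OVX at EI-0, 300, 22 and 770 at EI-22, 301, 48 and 256 at ER-0, and 602, 6 and 131 at ER-22, with 4 genes in both comparisons of females.

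Fitting all 102 hearts with edgeR turned the balance between males and OVX at BL, from 39 higher and 24 lower in males to 117 and 195 (152 and 220 with DESeq2), and that between females and males at ER-0, from 44 higher and 58 lower in females to 224 and 197 (279 and 212, and 159 and 158 with DESeq2 on the hearts of the timepoint). The DEGs between females and OVX at ER-0 went from 0 higher and 1 lower in females to 21 and 60 with DESeq2, to 30 and 28 with all hearts, to 101 and 84 with DESeq2 on all hearts, and to 15 and 33 with DESeq2 on the compared groups. At EI-22 they went from 3 and 0 to 14 and 9, 12 and 5, 16 and 11, and 13 and 9 in these fits, and at EI-0 from 4 and 3 to 9 and 16 with DESeq2 on all hearts and to 1 and 4 with the replicate block. Between males and OVX at ER-0, 24 higher and 20 lower in males became 67 and 78 with DESeq2, 98 and 101 with DESeq2 on all hearts, 126 and 130 with DESeq2 on the compared groups and 27 and 32 with the library number. Between females and males at EI-0, 331 and 349 became 312 and 242 without the filter on low counts and 235 and 233 with the replicate block. At ER-22, 123 and 144 became 315 and 287 with DESeq2 on the compared groups, and 215 and 174, 121 and 118, 131 and 110, and 90 and 83 without F replicate 1, F replicate 2, F replicate 4 and M replicate 4. From BL to ER-22, the majority of genes higher at ER-22 turned to a minority without the filter on low counts in males (1934 of 3907) and OVX (1739 of 3815), and in OVX also with the library number (1856 of 3753), DESeq2 (1988 of 3995), all 102 hearts in edgeR (1846 of 4015) and DESeq2 on all hearts (1944 of 4102). Reperfused hearts had 2823 higher and 2831 lower genes without the filter on low counts and 4779 and 4829 without a cutoff on the fold change, against 2490 and 2445. Equal numbers came with all 102 hearts in edgeR at EI-0, between females and males (321 and 321) and between females and OVX (7 and 7), and without F replicate 3 between females and males at ER-22 (93 and 93).

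Without the filter on low counts there were 0 DEGs between females and OVX at ER-0 (2081 at an unadjusted p-value under 0.05). With the library number as a linear covariate there were 99 between females and OVX at EI-0, 2 between females and OVX at ER-0, 137 between females and males at ER-22 and 1 interaction gene. Without the libraries whose name has a suffix, there were 37 and 28 DEGs between females and males and between males and OVX at BL, of which 32 and 19 were among those of the full groups. At ER-0 there were 26 and 24, of which 23 and 21 were among those of the full groups. A cutoff of 0.5 on the log2 fold change left 70 DEGs between females and males at ER-22, and 1822 in females, 1410 in males, 1570 in OVX and 846 in all 3 from BL to ER-22.

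With the replicate number as a block, there were 160 DEGs between females and males and 35 between males and OVX at BL, 33, 0 and 281 in the 3 comparisons at EI-22 (869 at an unadjusted p-value under 0.05 for females against OVX), 29 between females and males and 0 between females and OVX at ER-0 (1365 at that level), and 144 between females and males and 17 between males and OVX at ER-22. The numbers do not pair the hearts, since the deviations of same-numbered hearts from their group means had a mean correlation of 0.000544 over 655 pairs.

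With 1 heart left out in each fit, the DEGs between females and males ran from 20 to 48 at EI-22 (5 fits) and from 125 to 389 at ER-22 (13 fits), and those between females and OVX ran from 1 to 3 at EI-22 and from 0 to 1 at ER-22 (656 to 976 at an unadjusted p-value under 0.05). The lowest fit at ER-22 kept 119 of the 267 genes. Without the library labelled BL F replicate 1 there were 302 DEGs between females and males and 0 between females and OVX at BL (1440 at an unadjusted p-value under 0.05). Without the library labelled BL OVX replicate 4 there were 37 between males and OVX and 0 between females and OVX (1499 at that level).

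PC1 held 23.1% and PC2 4.72% of the variance with log2 CPM in place of variance-stabilized counts, and PC1 held 62.7% with the 500 most variable genes. The separation of males on the components kept an exact p-value under 0.05 with log2 CPM at each timepoint. The interaction of ENSRNOG00000065363 (1.20) came past the threshold with DESeq2 (1.21, adjusted p = 0.0150), with all 102 hearts in edgeR (1.20, adjusted p = 0.0271) or DESeq2 (1.22, adjusted p = 0.0127, chosen after seeing the data), and with the library number (1.30, adjusted p = 0.0352). It stayed outside with no filter, the replicate block and the F and M hearts alone, where the highest adjusted p-value was 0.316. At 13 to 95 reads per heart, counting error limits what can be said of this gene. The alternatives that need gene symbols, namely the clock-gene covariate, the fits without X and Y genes and the gene set tests, were not run.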

Differences from the paper's values

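The DESeq2 fits of all 102 hearts and of only the groups compared were chosen after seeing the values, and the other alternatives named here were set before the data were examined.

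The paper's methods name the DESeq package for differential expression, while the values found here come from edgeR unless another test is named. Between females and males at ER-22, 267 DEGs were found, and the paper's value is 673. With DESeq2's Wald test the number was 522, within 1.5 times the paper's, as was the 602 of a DESeq2 fit of females and males alone, chosen after seeing the values. None of the other alternatives came that close. For the interaction between females and males from BL to ER-22, 0 genes were found (1232 at an unadjusted p-value under 0.05), and the paper's value is 15. None of the alternatives set before the data were examined closed this gap, the nearest being 7 with DESeq2 and 7 with all 102 hearts in edgeR. A DESeq2 fit of all 102 hearts, chosen after seeing the values, gave 15. For the genes called between females and both males and OVX at ER-22, 0 were found (429 at an unadjusted p-value under 0.05 in both comparisons), and the paper's value is 7. DESeq2's Wald test gave 5, with and without shrunken fold changes, and the other alternatives did not come within 1.5 times.

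The other totals are sums over the areas of Fig. 4B, read by eye. At BL there were 298, 0 and 63 DEGs for females against males, females against OVX and males against OVX (1677 at an unadjusted p-value under 0.05 for the count of 0), and the paper's values are about 630, about 82 and about 380 in Fig. 4B. At EI-0 there were 680, 7 and 462, and the paper's values are about 1200, about 120 and about 830 in Fig. 4B. At EI-22 there were 55, 3 and 476, and the paper's values are about 180, about 26 and about 920 in Fig. 4B. At ER-0 there were 102, 1 and 44, and the paper's values are about 320, about 84 and about 160 in Fig. 4B. At ER-22 there were 0 between females and OVX (805 at an unadjusted p-value under 0.05) and 28 between males and OVX, and the paper's values are about 10 and about 120 in Fig. 4B.

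DESeq2's Wald test on the hearts of the timepoint brought each of these 14 totals within 1.5 times the paper's, with 558, 63 and 327 at BL, 918, 115 and 689 at EI-0, 159, 23 and 815 at EI-22, 317, 81 and 145 at ER-0, and 8 and 113 at ER-22. With all 102 hearts in the edgeR fit this held for 67 and 312 against OVX at BL, 725 between males and OVX at EI-22, and 421, 58 and 155 at ER-0. With the library number as a covariate it held for 920 between females and males and 99 between females and OVX at EI-0, and with shrunken fold changes for 7 between females and OVX at ER-22. With DESeq2 on all 102 hearts, chosen after seeing the values, it held for 446, 91 and 372 at BL, 122, 27 and 790 at EI-22, and 199 between males and OVX at ER-0. With DESeq2 on only the groups compared, chosen after seeing the values, it held for 592, 70 and 369 at BL, 833, 153 and 767 at EI-0, 22 between females and OVX and 770 between males and OVX at EI-22, 301 between females and males at ER-0, and 131 between males and OVX at ER-22. None of the other alternatives set before the data were examined came within 1.5 times for any of these totals.

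The paper lists ENSRNOG00000065363 among the interaction genes, and here its adjusted p-value was 0.104 with an interaction of 1.20. It was called with DESeq2 on the same hearts, with all 102 hearts in edgeR, with the library number as a covariate and, chosen after seeing the values, with DESeq2 on all 102 hearts.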

Other observations

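In this part, no test was chosen after its own result was seen, although the patterns at EI-22, in DESeq2's calls and in the genes that are on or off were noticed in these hearts first and then tested in the same hearts.

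Each count of DEGs was set against counts from other splits, in which hearts with the same replicate number were exchanged between the groups compared and the real split was counted as one. Between females and males, 1 of 40 splits, the real one, gave as many DEGs at BL, 1 of 40 at EI-0, 1 of 32 at EI-22 and 1 of 40 at ER-22. At ER-0, 5 of 40 splits gave at least the 102 DEGs of the real one, and the highest other split gave 682. By unadjusted p-values under 0.05, 3 of 40 gave as many, so the number at ER-0 cannot be told apart from that of other divisions of the hearts. Between males and OVX, 1 of 40 splits gave as many at each of the 5 timepoints, while by unadjusted p-values under 0.05 it was 2 of 40 at ER-22, so that there the number of low unadjusted p-values did not stand out. Between females and OVX, as many DEGs came from 32 of 32 splits at BL, where 0 were found (1677 at an unadjusted p-value under 0.05), 2 of 40 at EI-0, 2 of 32 at EI-22, 4 of 40 at ER-0 and 40 of 40 at ER-22, where 0 were found (805 at that level). By the number of genes with an unadjusted p-value under 0.05, as many came from 2 of 32 splits at BL, 2 of 40 at EI-0, 14 of 32 at EI-22, 1 of 40 at ER-0 and 16 of 40 at ER-22. The DEGs between females and OVX thus did not stand out from other divisions of the hearts at EI-0, EI-22 and ER-0, while at ER-0 the number of low unadjusted p-values did. Any split reaches a count of 0, so the DEGs at BL and ER-22 give no such test.

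For the change from BL to ER-22, 1 of 32 splits gave as many DEGs in females, 1 of 40 in males and 1 of 40 in OVX, and 1 of 40 gave as many shared by all 3. For the interaction of females and males, 0 genes were called (1232 at an unadjusted p-value under 0.05). By the adjusted p-value 40 of 40 splits gave as many, as any split must, and 1 split gave 233. By the unadjusted, 9 of 40 gave as many. Hearts were exchanged between females and males separately at BL and ER-22. Unequal exchange brings the differences between the sexes at a timepoint into the contrast. These splits therefore do not show what chance gives for the interaction. Genes called between females and both other groups at ER-22 also numbered 0 (429 at an unadjusted p-value under 0.05 in both). Here too 40 of 40 splits gave as many by the adjusted p-value, as any split must, and 4 of 40 by the unadjusted. Among these 4, the splits other than the real one had 4 or 5 of 6 pairs exchanged (449 to 508 genes). Such exchange puts mostly males in the group called female. These splits therefore do not show whether the 429 genes stand out. For ER-22 against ER-0 and for reperfused against other hearts, 1 of 40 splits gave as many. In the latter the other splits gave a median of 286 DEGs, since exchanged hearts leave part of the difference in place.

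DESeq2 called 8 genes between females and OVX at ER-22 where edgeR called 0 (805 at an unadjusted p-value under 0.05). A candidate explanation is that DESeq2's test calls some genes at many divisions of these hearts. In 8 of 40 splits of females and OVX, DESeq2 called at least 8 genes, and the highest other split gave 426. These calls therefore cannot be told apart from those of other divisions. On simulated data with genes changed by 0.5 on the log2 scale, DESeq2 made 157 calls of which 20 were wrong, and edgeR made 128 of which 5 were wrong.

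At EI-22 males differed from OVX in more genes (476) than from females (55). The library labelled EI-22 F replicate 3, with its male-only transcripts, might lower the count between females and males, but without it there were 41 DEGs, and leaving out other females gave 20 to 48. Fewer hearts in the female group might also lower it. With 5 of the 7 OVX hearts, each of the 21 choices gave between 147 and 926 DEGs against males with a median of 323, all above 55. A female group of 5 hearts thus does not by itself account for the difference. The fit without the doubtful library also had fewer females, and its 41 DEGs lay within the range of the fits without other females. OVX groups of that smaller size were not fitted, so this fit cannot decide what part the library had. The difference in counts itself was not tested.

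The 10 most counted genes took 39.0% of counts in ER-22 males (SD 1.05, n = 7), 35.0% in females (SD 3.03, n = 6) and 35.5% in OVX (SD 1.26, n = 7). In exact permutation tests, adjusted over 15 comparisons, p was 0.0291 for females against males (exact p = 0.00583) and 0.00874 for males against OVX (exact p = 0.000583). At EI-0 the share was 29.8% in females and 33.2% in males (adjusted p = 0.0125 from the exact permutation test). Such a difference could shift the normalized level of other genes. Without the 13 genes that are among the 10 most counted in some ER-22 library, 263 DEGs were found between females and males at ER-22, and 261 of them were among the 267, so the DEGs do not rest on these genes.

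Among 12534 genes, 35 were on in some hearts and off in others with a clear gap, and 29 of these were unrelated to sex. The tests go against depth as an explanation, as 0 of the 29 genes had larger libraries among the hearts with the gene on after adjustment (lowest adjusted p = 0.101, permutation test with 2000 shuffles). Variants carried by some of these rats may explain the pattern. If so, hearts next to each other in library number and of the same sex, which may be cage or litter mates, would share states more often. They did so in 63.1% of comparisons (59 pairs), against 58.8% in other pairs of the same sex (1631 pairs), with a 1-sided permutation p of 0.000200 over 10000 shuffles. The numbering was not shown to follow cages or litters, and a library batch would give the same result. Such genes could enter the DEGs by uneven division of related rats over groups. Of the 28 that were tested, 0 were called in any comparison of sex groups, against 12.2% of the 14252 genes tested (Fisher's exact p = 0.0420). This does not test the explanation, since the genes were chosen as unrelated to sex and vary within the groups.

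At the other timepoints, DEGs between females and males also had mostly the same direction between females and OVX, with 273 of 298 at BL, 615 of 680 at EI-0, 34 of 55 at EI-22 and 82 of 102 at ER-0. The same females enter both comparisons, which makes the directions alike in part.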
